# Influence of Sex on Basal and Dickkopf-1 Regulated Gene Expression in the Bovine Morula

**DOI:** 10.1371/journal.pone.0133587

**Published:** 2015-07-21

**Authors:** Anna C. Denicol, Beatriz C. S. Leão, Kyle B. Dobbs, Gisele Z. Mingoti, Peter J. Hansen

## Abstract

Sex affects function of the developing mammalian embryo as early as the preimplantation period. There were two goals of the current objective. The first was to determine the degree and nature of differences in gene expression between female and male embryos in the cow at the morula stage of development. The second objective was to determine whether DKK1, a molecule known to alter differentiation of the blastocyst, would affect gene expression differently for female and male morulae. In Experiment 1, female and male embryos were treated with DKK1 at Day 5 after insemination. Morulae were harvested 24 h after treatment, pooled in groups of 20 for microarray analysis and RNA subjected to analysis of gene expression by microarray hybridization. There were 662 differentially expressed genes between females and males and 128 of these genes had a fold change ≥ 1.5 between the two sexes. Of the genes upregulated in females, 49.5% were located in the X chromosome. Functional analysis predicted that cell survival was greater in female embryos. Experiment 2 involved a similar design except that transcripts for 12 genes previously reported to be affected by sex, DKK1 or the interaction were quantified by quantitative polymerase chain reaction. Expression of all genes tested that were affected by sex in experiment 1 was affected in a similar manner in Experiment 2. In contrast, effects of DKK1 on gene expression were largely not repeatable in Experiment 2. The exception was for the Hippo signaling gene *AMOT*, which was inhibited by DKK1. In Experiment 3, embryos produced by fertilization with unsorted sperm were treated with DKK1 at Day 5 and abundance of transcripts for *CDX2*, *GATA6*, and *NANOG* determined at Days 5, 6 and 7 after insemination. There was no effect of DKK1 on expression of any of the three genes. In conclusion, female and male bovine embryos have a different pattern of gene expression as early as the morula stage, and this is due to a large extent to expression of genes in the X chromosomes in females. Differential gene expression between female and male embryos is likely the basis for increased resistance to cell death signals in female embryos and disparity in responses of female and male embryos to changes in the maternal environment.

## Introduction

Sex affects function of the developing mammalian embryo as early as the preimplantation period [1–3]. In the cow, functional differences between female and male embryos include differences in energy metabolism [4], developmental capacity in the presence of high concentrations of glucose [5, 6], amino acid uptake [7], expression of the maternal recognition of pregnancy signal *IFNT* [5] and telomere length [8]. Sexual dimorphism in the preimplantation period is driven by gene expression. About one-third of the genes expressed in the bovine blastocyst show differential expression between females and males [9]. There were 1,667 genes upregulated in females and 2,089 genes upregulated in males [9]. One determinant of sex-dependent gene expression is DNA methylation. In cattle, global DNA methylation was greater for females at the 8-cell stage but greater for males at the blastocyst stage [10]. Sex differences have also been observed for specific differentially-methylated regions [8, 11].

One consequence of the disparity in function of female and male embryos is that developmental programming signals during the preimplantation period cause sexually-dimorphic outcomes later in pregnancy or in the postnatal period [12–17]. For example, female mice born from mothers fed a low protein diet for the first 3.5 d of gestation were heavier at birth and throughout 28 wk of life [13,14] and, as adults, had altered behavioral scores [13], increased blood pressure [14], reduced heart to body weight ratio [13], and increased expression of *Insr* and *Igf1r* in retroperitoneal fat [14]. These variables were not affected in male siblings. Conversely, adult males born from mothers fed a low fat diet during the preimplantation period, but not females, had reduced *Ucp1* expression in retroperitoneal fat [14] and vascular dysfunction [16].

An experiment with bovine embryos is also indicative of sexual dimorphism in response to changes in maternal regulatory signals. Treatment of embryos with CSF2 from Day 5–7 of development caused sex-specific alterations in development later in pregnancy when the conceptus undergoes trophoblast elongation [18]. In particular, embryo length and IFNT accumulation in the uterus at Day 15 was decreased if female embryos were treated earlier with CSF2 while the opposite effect occurred for male embryos.

Bovine embryos can respond to maternal cues as early as the one-cell to four-cell stage [19] and several maternally-derived embryokines can affect the embryo including IGF1 [20], FGF2 [21], CSF2 [18, 22] and DKK1 [23]. It is important to determine whether sexual dimorphism in gene expression exists before the blastocyst stage.

There were two goals of the current objective. The first was to determine the degree and nature of differences in gene expression between female and male embryos at the morula stage of development. To date, sexual dimorphism in global gene expression in bovine embryo has not been determined earlier than the blastocyst stage. The second objective was to determine whether a molecule known to alter development of the bovine embryo would affect gene expression differently for female and male embryos. The molecule tested was DKK1, which is a secreted inhibitor of canonical WNT signaling. Among the tissues in which DKK1 is expressed is the endometrium [24]. Exposure of bovine embryos in vitro to DKK1 from Day 5 to 7 of development increased the percentage of cells committed to the trophectoderm (TE) and hypoblast lineages and increased embryo survival and pregnancy establishment after transfer to recipients [23]. DKK1 also increases the relative number of TE cells in the blastocyst of the pig [25]. A finding that DKK1 affects gene expression differently for female than male embryos would imply that long-term effects of the WNT antagonist could be dependent on embryo sex.

## Materials and Methods

### Embryo Production

Cumulus-oocyte complexes were retrieved by slicing follicles ~ 3 to 8 mm in diameter from bovine ovaries obtained from a local abattoir. Embryos were produced from matured cumulus-oocyte complexes using procedures previously described [10]. X- and Y-sorted sperm from five bulls from different *Bos taurus* breeds was obtained from Genex Cooperative, Inc. (Shawano, WI, USA). Each fertilization procedure used separate pools of X and Y-sorted sperm from three randomly-selected bulls in a total of 9 procedures. For each procedure, the same three bulls provided X and Y-sorted sperm (note, sexed semen results in about 90% of resultant offspring of the desired sex) After thawing, sperm were purified using ISolate Separation Medium (Irvine Scientific, Santa Ana, CA, USA) and washed with HEPES-SOF [23]. Fertilization of groups of 30 matured cumulus-oocyte complexes was performed in 50 μl drops of SOF-FERT medium covered by mineral oil [26]. Final concentration of sperm in the fertilization drop was 2x10^6^/ml. A solution of PHE [3.5 μl of 1 mM hypotaurine, 2 mM penicillamine, and 250 μM epinephrine in 0.9% (w/v) NaCl] was added to the fertilization drops to stimulate sperm capacitation. Fertilization was carried out for 20–22 h at 38.5°C and a humidified atmosphere of 5% (v/v) CO_2_. At the end of the fertilization period, presumptive zygotes were washed in HEPES-SOF and randomly placed in groups of 25–30 putative zygotes in 45 μl microdrops of SOF-BE1 [21] covered in mineral oil (Sigma-Aldrich, St. Louis, MO, USA). Embryos were cultured at 38.5°C in a humidified atmosphere of 5% (v/v) O_2_, 5% (v/v) CO_2_ and the balance N_2_.

### Experiment 1: Effect of Sex and DKK1 Treatment at the Morula Stage on Global Gene Expression

#### Treatment with DKK1

On Day 5 of development, embryos were treated by addition of 5 μl of vehicle [Dulbecco’s phosphate buffered saline (DPBS) containing 0.1% (w/v) bovine serum albumin (BSA)] or 1000 ng/ml recombinant human DKK1 (to achieve a final concentration of 100 ng/ml; R & D Systems, Minneapolis, MN, USA) to each 45-μl drop. Bovine and human DKK1 share 90% identity based on the Basic Local Alignment Tool (BLAST) and recombinant human DKK1 has been shown to affect cell differentiation in bovine blastocysts [23]. Pools of 20 morulae (embryos > 16 cells) were harvested 24 h after treatment (Day 6 of development) in five replicates. A total of 2,945 presumptive zygotes were used in the experiment. Morulae were defined as embryos that were not blastocysts (i.e., possessing a blastocoel) and had > 16 cells (i.e., too many cells to count visually). Morulae included both compacted and non-compacted embryos. No blastocysts were included in any pool.

Harvested morulae were washed twice in diethylpyrocarbonate (DEPC)-treated DPBS containing polyvinylpyrrolidone 0.1% (w/v) (DPBS/PVP 0.1%) and incubated with 0.1% (w/v) protease from *Streptomyces griseus* (Roche, Nutley, NJ, USA) in DEPC-treated DPBS/PVP for removal of the zona pellucida, followed by three more washes in DEPC-treated DPBS/PVP. Morulae were then placed in 5 μl of DEPC-treated DPBS/PVP in microcentrifuge tubes, snap frozen in liquid nitrogen and stored at -80°C until further analysis.

Data on embryonic development were analyzed by analysis of variance using the Generalized Linear Model of SAS (SAS Institute, Cary, NC, version 9.3). The experimental design involved a 2 x 2 factorial arrangement of treatments and included sex, treatment and the interaction as fixed effects and replicate as a random effect.

#### RNA extraction and microarray analysis

RNA was extracted from five pools of 20 morulae of each sex and treatment using the Qiagen RNeasy micro kit (Valencia, CA, USA) following the manufacturer’s instructions. The RNA isolation procedure included DNase treatment. Elution was performed in a volume of 9 μl, with the first eluate being applied to the column a second time to increase RNA yield. RNA concentration and quality were assessed using Agilent 2100 Bioanalyzer (Santa Clara, CA, USA); RNA integrity number ranged from 7.8 to 10.0. Due to low starting RNA concentration (ranging from 100 to 900 pg/μl), RNA was amplified using Ovation Pico WTA System V2 kit (Nugen, San Carlos, CA, USA) according to manufacturer’s instructions. The Ovation system uses single primer isothermal amplification technology to reverse-transcribe RNA and linearly amplify cDNA from starting amounts as low as 500 pg of total RNA. For synthesis of the first cDNA strand, primer annealing was allowed by incubation of samples and reagents for 2 min at 65°C, followed by first strand synthesis for 2 min at 4°C, 30 min at 25°C, 15 min at 42°C, and 15 min at 70°C. Synthesis of the second cDNA strand was accomplished by incubation for 1 min at 4°C, 10 min at 25°C, 30 min at 50°C, and 20 min at 80°C; cDNA purification was achieved through magnetic sorting using Agencourt RNAClean XP beads (Ovation Pico WTA System V2 kit, Nugen) and single primer isothermal amplification was accomplished by incubation for 1 min at 4°C, 75 min at 47°C, and 5 min at 95°C.

Five micrograms of amplified cDNA were fragmented to sequences of 50 to 100 bases long and labeled using Encore Biotin Module (Nugen). Labeling consisted of addition of a biotin-labeled nucleotide at the 3’ end of the fragmented cDNA. Fragmented and labeled amplified cDNA was then added to the hybridization cocktail (Affymetrix, Santa Clara, CA, USA) in a concentration of 23 ng/μl. Hybridization mix consisted of 1.15 μg of target cDNA, 1x hybridization buffer, 10% dimethyl sulfoxide, 55 pM control oligonucleotide B2, 1x eukaryotic hybridization controls (bioB, bioC, bioD, cre) and water to complete a volume of 200 μl. Arrays used were the Affymetrix Bovine Gene 1.0 ST and hybridization conditions were 18 h at 45°C. Washing and staining were performed using fluidics protocol FS450_007 according to instructions provided by the manufacturer. Arrays were scanned using the GeneChip Scanner 3000 7G (Affymetrix). All procedures from RNA quality analysis, amplification and reverse transcription of RNA to array scanning were performed at the Gene Expression Core Laboratory of the Interdisciplinary Center for Biotechnology Research of the University of Florida. Raw transcriptome data can be accessed from Gene Expression Omnibus using accession number GSE 60098.

#### Preprocessing and analysis of microarray data

Image files were uploaded to Affymetrix Gene Expression Console software for quality control analysis. The robust multi-array average method was used for background correction, log2 transformation and quantile normalization of data. Statistical analysis of differentially expressed genes was carried out using JMP Genomics (SAS Institute Inc., Cary, NC, USA). Data were analyzed by ANOVA and the model included effects of treatment, sex, and the interaction. Genes were considered to be expressed when mean signal intensity was one standard deviation above the mean intensity for negative control probes; this criterion resulted in identification of expression of 9,933 transcripts. Fold change was calculated as 2^*x*^, where *x* is the difference in least-squares mean intensity for that gene between comparisons of interest. Sequential goodness of fit test [27] was used as a multiple comparison correction test.

Three different sets of criteria were used to define differentially expressed genes (DEG) as affected by embryo sex, DKK1 treatment and the interaction between treatment and sex. The criterion for the first set was genes where there was an effect of P < 0.05. The second was those genes where the effect was P < 0.05 and the fold change was ≥ 1.5 or < 0.66 (or for interactions, treatment was ≥ 1.5 fold or < 0.66 fold in females, males or both sexes). The third set of criteria was genes where the effect was associated with P < 0.05 and the gene was retained after correcting with the sequential goodness-of-fit test.

The sets of DEG as defined by the criteria of P < 0.05 and fold change ≥ 1.5 or < 0.66 were uploaded to Ingenuity Pathway Analysis (IPA, Qiagen) software for clustering of genes into common biological, cellular and molecular functions predicted to be changed as a result of differential gene expression. Functions were considered significant when P < 0.05. The upstream analysis function of IPA was used to predict molecules that could be responsible for regulation of DEGs. Transcription regulators, cytokines, enzymes, G-protein coupled receptors, ligand-dependent nuclear receptors, transmembrane receptor, chemical–endogenous mammalian, and growth factors regulating at least 3 DEG and associated with significant p-values are described.

Chi-square tests were performed to analyze if distribution of chromosomal location of DEG for female and male embryos differed from the expected frequency for each chromosome. The analysis was done for all DEG (X-chromosome only) and for those genes in which the P < 0.05 and fold-change was > 1.5 or < 0.66 (all chromosomes). The expected frequency was calculated by determining the percent of the 9,933 expressed genes that were located on each chromosome.

### Experiment 2: Confirmation of Effects of Sex and DKK1 on Gene Expression as Determined by qPCR

An independent experiment was conducted to verify effects of sex, DKK1, and the interaction on gene expression. Female and male embryos were cultured as described earlier, treated with 100 ng/ml DKK1 or vehicle on Day 5, and morulae harvested 24 h later. RNA extraction and isolation from pools of 20 morulae (n = 4 per treatment for most genes and 8 per treatment for *AMOT* and *PRDM*) followed the same procedure described earlier.

Transcript abundance was measured by qPCR for 12 genes that were affected in the previous experiment by sex, treatment, or treatment x sex (*AMOT*, *APOA1*, *DDX3Y*, *FKBP11*, *PRDM4*, *RPP38*, *SEC22B*, *SMAD3*, *TUBB2B*, *XIAP*, *XIST* and *WLS*) as well as three reference genes (*GAPDH*, *SDHA* and *YWHAZ*). Primers for each gene (S1 Table) were designed using PrimerQuest (IDT DNA, Coralville, IA, USA), except for primers that were used previously as described for *GAPDH* [28], *SDHA* [29], *YWHAZ* [29] and *XIST* [30]. Primers were validated using pools of cDNA from 40 blastocysts. Validation included generation of a standard curve of at least three points with a two-factor dilution between two subsequent points. Curve slopes were between -3.02 and -3.20. Amplicons were submitted for sequencing and matching to the intended gene was verified using the Basic Local Alignment Search Tool feature (National Center for Biotechnology Information).

The protocol for qPCR was as follows. Reverse transcription was performed with the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA, USA) following instructions of the manufacturer. Samples of cDNA were incubated with master mix containing random hexamer primers, nucleotides, and reverse transcriptase for 10 min at 25°C, 120 min at 37°C, and 5 min at 85°C. Negative controls were obtained by subjecting samples to the same protocol without reverse transcriptase. The cDNA was stored at -20°C until further use. Quantitative real-time polymerase chain reaction (qPCR) was performed with CFX96 Real-Time PCR detection System and SsoFast EvaGreen Supermix with Low ROX (Bio-Rad, Hercules, CA, USA). Each reaction consisted of 1 μl forward primer (0.5 μM), 1 μl reverse primer (0.5 μM), 10 μl SsoFast EvaGreen Supermix with Low Rox (Bio-Rad), 6.8 μl 0.1% (v/v) diethylpyrocarbonate-treated H_2_O and 1.2 μl cDNA sample. The PCR protocol consisted of denaturation at 95°C for 30 sec followed by 40 cycles of 95°C for 5 sec and 60°C for 5 sec. Melt curve analysis consisted of one cycle of 65°C to 95°C with 0.5°C increments every 5 sec.

The cycle threshold (C_t_) for each gene of interest was normalized to the geometric mean of three reference genes (*GAPDH*, *SDHA* and *YWHAZ*) to generate ΔC_t_ values that were used for statistical analysis by analysis of variance using the Proc GLM procedure of SAS. The model included effects of sex, treatment and the interaction or, for *AMOT* and *PRDM*, sex, treatment, replicate and all interactions. Average fold changes were calculated based on ΔΔC_t_ values (least-squares mean for the ΔC_t_ of the gene in the effect of interest minus least-squares mean for the ΔC_t_ of the same gene from the reference category).

### Experiment 3: Effects of DKK1 on Expression of Pluripotency and Differentiation Genes During the Morula to Blastocyst Stages

Effects of DKK1 on expression of *CDX2*, *GATA6*, and *NANOG* for embryos produced with conventional (i.e., non-sorted semen) were evaluated. Embryos were produced as described before except that fertilization was performed using a pool of non-sorted spermatozoa from 3 bulls. The experiment was replicated four times and a different pool of 3 bulls was used for each replicate. Embryos were treated with either 100 ng/ml DKKI or vehicle beginning at Day 5 of development. Embryos were collected either immediately before treatment (Day 5, all embryos > 16 cells), at Day 6 (24 h after treatment; all embryos > 16 cells and before the early blastocyst stage) or at Day 7 (48 h after treatment, blastocysts). Harvested embryos were placed into pools of 20 (Day 7) or 30 (Days 5 and 6), exposed to 0.1% (w/v) proteinase from *Streptomyces griseus* for removal of the zona pellucida and stored at -80°C until analysis by qPCR. RNA extraction and isolation was performed using the PicoPure RNA isolation kit (Applied Biosystems, Carlsbad, CA, USA). Analysis of total RNA concentration and quality was performed with a Nanodrop analyzer (Thermo Scientific, Waltham, MA, USA), followed by treatment with 2 U DNase (New England Biolabs, Ipswich, MA, USA). DNAse-treated samples were reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Negative controls were obtained by incubation of the same samples without reverse transcriptase. The cDNA was stored at -20°C until further use.

Four pools of embryos were used for expression analysis by qPCR using procedures similar to those described above. Transcript abundance was measured for *CDX2*, *GATA6*, and *NANOG* as well as for three reference genes: *GAPDH*, *YWHAZ* and *SDHA*. Primers for *GATA6* [31] and *NANOG* [32] were described previously. Other primers were the same as for Experiment 2. Primer sequences are described in S1 Table. All primers were validated as described for Experiment 2.

Following qPCR, the geometric mean of the C_t_ values for the reference genes was calculated, and this value was used to calculate the ΔC_t_ (subtraction of geometric mean of C_t_ of reference genes from the C_t_ of genes of interest). Statistical analysis was based on ΔC_t_ values. Data were analyzed by the Proc GLM procedure of SAS using a model with effects of sex, treatment, replicate and all interactions. For data presentation, ΔΔC_t_ was calculated by subtracting the mean ΔC_t_ of control and DKK1-treated embryos from ΔC_t_ values from the control at Day 5. Fold change was calculated by the formula 2^-ΔΔ Ct^.

## Results

### Experiment 1: Effect of Sex and DKK1 Treatment at the Morula Stage on Global Gene Expression

#### Cleavage and development to the morula stage

Cleavage rate at Day 3 of development was 48.7 ± 0.8% for female embryos and 44.6 ± 0.8% for male embryos (least-squares means ± SEM). Following treatment at Day 5, development of female embryos to the morula stage at Day 6 was 22.1 ± 1.3% for control and 23.1 ± 1.3% for DKK1. Values for male embryos were 20.0 ± 1.3% for control and 19.0 ± 1.3% for DKK1. Of embryos that cleaved, the percent of female embryos that became morula were 43.4 ± 2.6% for control and 46.3 ± 2.5% for DKK1. Values for male embryos were 42.9% ± 2.5% and 41.7± 2.5% for control and DKK1, respectively. There were no significant differences in any of the above-mentioned variables.

#### Numbers of differentially expressed genes identified by microarray

A total of 9,933 transcripts were identified as being expressed. 

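The values analysed here are log2 intensities of 26773 probe sets on 20 arrays, made by the authors with robust multi-array average (background correction, log2 transformation and quantile normalization). Each array holds the RNA of 1 pool of 20 morulae, and there are 5 arrays for each of female control, female DKK1, male control and male DKK1 embryos. DKK1 was given at 100 ng/ml for 24 h. The tested set comprises the 9933 probe sets with the highest mean over the 20 arrays, to match the number that the paper calls expressed, since the negative control probes behind its criterion were not used here. Its lowest mean is 5.48. Only the number matches, not every member. The tested set holds 1712 of the 1999 expressed probe sets read from S1 File. It holds 581 of the 662 listed there for sex and 290 of the 367 listed for DKK1. In the tested set 7684 probe sets carry 1 gene symbol, 375 carry several and 1874 carry none. The 1874 take places that named probe sets of lower mean would otherwise hold. Among named probe sets alone, the 9933 highest means reach down to 4.85. Some genes of the paper are below the tested set for this reason. A chromosome of the cattle assembly ARS-UCD2.0, or otherwise of S1 File, was assigned to 7776 of them: 268 on the X chromosome, 3 on the Y chromosome and 7505 on autosomes. Effects of sex, DKK1 and their interaction were tested for each probe set with limma, in a model of the 4 groups without a replicate term, as in the paper's model. P values were adjusted by the Benjamini-Hochberg method over the tested set. Differences are on the log2 scale with their standard errors (SE), and the number of arrays limits their precision. Computed from these values with the methods' unmoderated linear model, all 3 P values lay within 0.0001 of those in S1 File for 1997 of the 1999 expressed probe sets read from it. The array labelled male control replicate 2 lay within the range of the female arrays in *XIST*, *DDX3Y* and its X-linked probe sets as a set. Some single X-linked probe sets lay with the other male arrays instead. This array was kept under its label, and several counts are also given without it.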

A summary of the total number of DEG is shown in Table 1. There were 662 genes whose expression differed between female and male embryos (368 upregulated in females and 294 in males), with 128 having a fold change > 1.5 or < 0.66 (94 upregulated in females and 34 upregulated in males). 

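At an adjusted P under 0.05 from limma, 10 probe sets differed between the 10 female and the 10 male arrays, 8 higher and 2 lower in females. All 8 that were higher are on the X chromosome. *LOC100299005* (probe set 12902461) was 0.63 higher in females (SE 0.0985, adjusted P = 0.011), *UBQLN2* was 0.93 higher (SE 0.168, adjusted P = 0.0401) and *ZDHHC9* was 0.67 higher (SE 0.119, adjusted P = 0.0358). For each of these genes all 10 female arrays lay above the mean of the male arrays. *CSTF2* and *MORF4L2* passed with differences of 0.71 and 0.52. Of 32 alternatives, *LOC100299005* passed under all, *UBQLN2* and *ZDHHC9* under 17, *CSTF2* under 9 and *MORF4L2* under 7. An X-linked probe set annotated to *TAF1* under 2 gene identifiers (12910573) and *XIST* also passed. Lower in females were *DDX3Y* on the Y chromosome and a probe set without a gene name (12911065), with a female minus male difference of -2.22 (SE 0.265, adjusted P = 0.000765). *FAM168A* and *GOLM2*, the autosomal genes next in order of P among those lower in females, did not pass (differences of -0.78 and -0.88). *FAM168A* passed with array weights (adjusted P = 0.0264) and without male control replicate 2 (0.0434), and *GOLM2* without female control replicate 4 (0.0431). At an unadjusted P under 0.05, 372 probe sets were higher and 263 lower in females, and 104 and 36 of these also met the fold change criterion. The 372 and 263 became 429 and 220 after each array was centred on its autosomal median, and 417 and 410 with array weights. They were 392 and 275 after quantile normalization over the tested set. The count of 10 fell to between 3 and 6 when any of 16 arrays was left out. Without the array labelled male control replicate 2, 35 probe sets passed the adjusted P, and 375 were higher and 431 lower in females at the unadjusted P.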

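By sequential goodness-of-fit, 103 of the 635 probe sets with an unadjusted P under 0.05 for sex were retained, 88 higher and 15 lower in females. The number depended on single arrays. It was 43 without female DKK1 replicate 5, 57 without male control replicate 3, 59 and 68 without male DKK1 replicates 2 and 3, 180 without female DKK1 replicate 4 and 274 without male control replicate 2.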

Using sequential goodness-of-fit as a correction for multiple testing, 135 genes varied with sex. 

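No probe set differed between DKK1-treated and control embryos at an adjusted P under 0.05 from limma, and none was retained by sequential goodness-of-fit. The methods' unmoderated linear model with the same adjustment also gave 0. At an unadjusted P under 0.05, 359 probe sets differed between the 10 DKK1 and the 10 control arrays, and 62 of these had a fold change of at least 1.5 or under 0.66 (37 higher and 25 lower with DKK1). The smallest P values belonged to *KLC1*, with a DKK1 minus control difference of 0.64 (SE 0.137), and *VPS37C*, with a difference of -0.77 (SE 0.171). Neither passed the adjustment (adjusted P = 1 for both). The direction of the 359 depended on the scaling between arrays and on 1 array. As deposited, 235 were higher and 124 lower with DKK1, whereas 143 were higher and 189 lower after each array was centred on its autosomal median, and 155 were higher and 173 lower after quantile normalization over the tested set. Without the array labelled male control replicate 2, 215 were higher and 186 lower.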

There were 367 genes affected by the main effect of DKK1 of which 38 had a fold change ≥had a fold changNone of the effects of DKK1 were significant after correcting for multiple testing. 

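For the DKK1 x sex interaction, no probe set passed an adjusted P under 0.05 from limma or from the methods' unmoderated linear model, and 457 had an unadjusted P under 0.05. With no expression threshold 1 probe set passed. By comparison, 5% of the 9933 tested is 496.7. The difference between DKK1 and control was more positive in females than in males for 196 of the 457 and less positive for 261. These became 232 and 258 after quantile normalization over the tested set, which kept the direction of the larger number. It changed direction in 3 other settings: 263 and 220 after each array was centred on its autosomal median, 286 and 217 with array weights, and 222 and 187 without the array labelled male control replicate 2. *IFT46* had the interaction estimate 1.18 (SE 0.294), *GBF1* 1.24 (SE 0.319), *DCAF7* -1.25 (SE 0.334) and *PAQR5* -1.58 (SE 0.452), each the DKK1 effect in females minus that in males. These are among the 5 smallest P values in their direction, and their adjusted P is 0.97.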

There were 437 genes affected by the DKK1 x sex interaction (i.e., DKK1 had a different effect in females and males). Of these, 159 experienced a fold difference in females or males ≥experienced a f and 50 were significant after correction for multiple testing. 

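A fold change of at least 1.5 or under 0.66 with DKK1 in females, males or both was found for 195 of the probe sets with an interaction at an unadjusted P under 0.05. None was retained by sequential goodness-of-fit with limma's P values, and 23 were retained without male control replicate 1. Within each sex, comparing 5 DKK1 with 5 control arrays, 0 probe sets passed limma's adjusted P. At an unadjusted P under 0.05 there were 408 in females, 249 of them higher with DKK1, and 425 in males, 294 of them higher. After quantile normalization over the tested set, 227 were higher and 207 lower with DKK1 in females, and 225 were higher and 193 lower in males. After each array was centred on its autosomal median, 231 were higher and 192 lower in females, and 191 were higher and 223 lower in males. Without the array labelled male control replicate 2, 169 were higher and 157 lower in males.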

A list of DEG is available in S1 File.

**Table 1:** Number of differentially expressed genes due to DKK1, sex and the interaction.

	Number of differentially expressed genes		
Statistical analysis used	DKK1	Sex	DKK1 x sex
P < 0.05	367	662	437
P < 0.05 and fold change ≥ 1.5	38	128	159
Sequential goodness-of-fit test	0	135	50

#### Physical location of genes differentially expressed between female and male embryos

Of the 368 genes whose expression was upregulated in female embryos, 182 (49.5%) were on the X-chromosome. This represents 52.8% of the 345 X-lined genes that were detected as being expressed by the morula. 

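Of the probe sets that were higher in females at an unadjusted P under 0.05, 340 could be placed on a chromosome and 180 of these (52.9%) were X-linked. X-linked probe sets made up 3.45% of the 7776 placed in the tested set. Fisher's exact test of this excess (two-sided) gave an odds ratio of 93.6 and P = 1.52e-198, a value that treats probe sets as independent of one another. Of the 240 placed probe sets that were higher in males, 0 were X-linked (adjusted P = 0.0124 over all chromosomes and both directions, Fisher's exact test).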

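Among the 268 X-linked probe sets of the tested set, 67.2% were higher in females at an unadjusted P under 0.05 (95% exact binomial interval 61.2% to 72.8%). The female minus male difference was above 0 for 251 of them, with a median of 0.44 (bootstrap 95% interval 0.40 to 0.47), and the median over the 7505 autosomal probe sets was -0.01. Both intervals describe the spread between probe sets, not between pools of embryos. The percentage depends on which probe sets count as expressed. With the lowest mean of S1 File's expressed probe sets as the threshold it was 57.6% of 340, and with no threshold it was 29.8% of 734. At an adjusted P under 0.05 from limma, 8 of the 268 (2.99%) passed.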

Frequency of upregulated genes on the X chromosome was higher than expected due to chance by chi-square analysis (P < 0.001). 

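For each array, the median over X-linked probe sets minus the median over autosomal probe sets gives 1 value per pool of embryos. This value averaged 0.61 ± 0.07 in female arrays and 0.15 ± 0.16 in male arrays (SD, n = 10 each). The difference between these means was 0.46 (two-sided permutation test of the sex labels, P = 8e-05). It was 0.38 among control arrays (exact permutation test, P = 0.0317, n = 5 and 5) and 0.54 among DKK1 arrays (exact permutation test, P = 0.00794, n = 5 and 5), the smallest P that 5 arrays against 5 allow. Female arrays lay between 0.52 and 0.70. The array labelled male control replicate 2 had a value of 0.55, and the other 9 arrays labelled male lay between -0.04 and 0.22. Without that array the difference between the sexes was 0.50, and with no expression threshold it was 0.15 (permutation P = 0.00078). From the share of upregulated genes that are on the X chromosome, the paper reasons that differences between female and male embryos can largely be ascribed to X-linked genes.

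**Figure D1:**
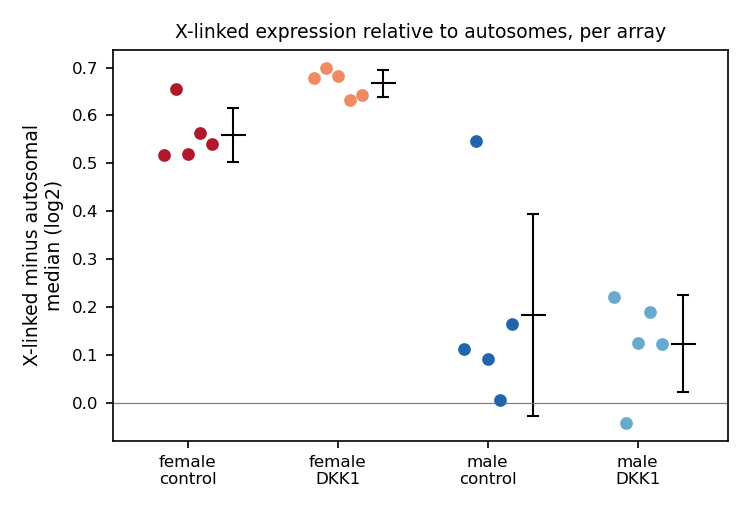
Median log2 intensity of X-linked probe sets minus that of autosomal probe sets, 1 point per array, for the 4 groups; the bar beside each group is the mean with its SD (n = 5). The array labelled male control replicate 2, at 0.55, lies within the range of the female arrays.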

Of the 294 genes whose expression was upregulated in male embryos, 3 (1.0%; *DDX3Y*, *EIF1AY*, and *UTY*) were on the Y chromosome. 

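Of the 3 Y-linked probe sets in the tested set, *DDX3Y* (probe set 12910493) had a mean log2 intensity of 4.29 ± 1.09 in female control, 4.22 ± 1.08 in female DKK1, 7.18 ± 1.34 in male control and 7.59 ± 0.81 in male DKK1 embryos (SD, n = 5). Its female minus male difference was -3.13 (SE 0.451, adjusted P = 0.00579 from limma). *ZNF280BY*, annotated to the Y chromosome, differed by -2.58 (SE 0.679) and *LOC785023* by -0.26 (SE 0.143), and neither passed the adjusted P (0.168 and 0.893). *EIF1AY* and *UTY* have means of 5.42 and 4.94, below the tested set. In the larger set of 12762 probe sets, whose threshold is the lowest mean of S1 File's expressed probe sets, *EIF1AY* differed by -3.32 (SE 0.554, adjusted P = 0.0222) and *UTY* by -1.38 (SE 0.296, adjusted P = 0.0789). Their means in female arrays, 3.76 and 4.25, are below that threshold, 4.79, so the sizes of these differences are uncertain. *XIST* was 1.71 higher in females (SE 0.295, adjusted P = 0.0326). Female arrays had *XIST* values of 8.42 to 10.03 and *DDX3Y* values of 2.65 to 5.43, and the other 9 arrays labelled male had 6.30 to 8.22 and 6.29 to 8.36. The array labelled male control replicate 2 had 8.81 for *XIST* and 4.82 for *DDX3Y*.

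**Figure D2:**
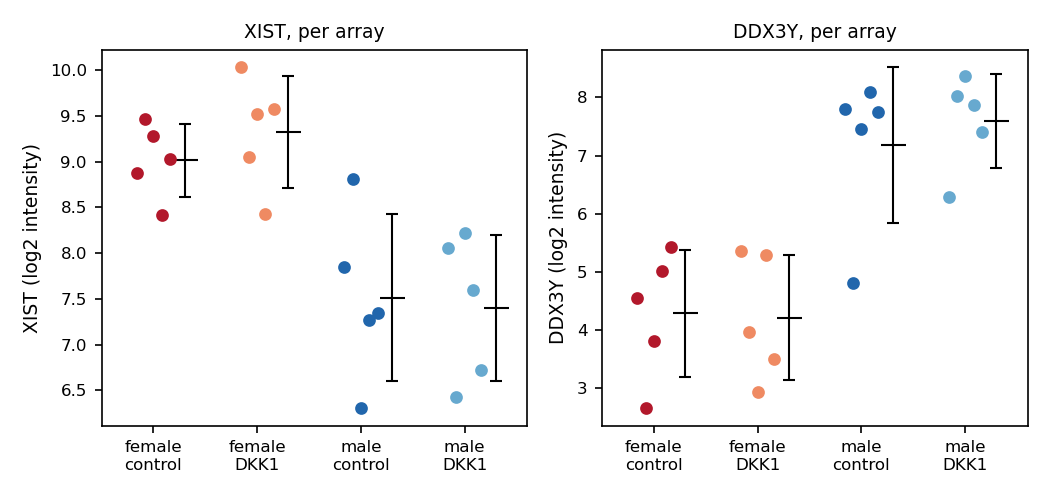
Log2 intensity of XIST (left) and DDX3Y (right), 1 point per array, for the 4 groups; the bar beside each group is the mean with its SD (n = 5). In both panels the array labelled male control replicate 2 lies within the range of the female arrays.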

Array design does not allow calculation of the frequency of expressed genes located on the Y chromosome so it was not possible to analyze whether frequency of expression for upregulated genes on the Y chromosome deviated from expected. 

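With the fold change criterion added, 89 of the probe sets higher in females could be placed on a chromosome, and 62 of these (69.7%) were X-linked (Fisher's exact test, two-sided, odds ratio 83.1, P = 2.91e-72). The median fold change of all 372 probe sets higher in females was 1.38. Of the 30 placed probe sets higher in males, none was X-linked and 2 were Y-linked, *DDX3Y* and *ZNF280BY*, with female to male folds of 0.114 and 0.168. The mean of *DDX3Y* in female arrays, 4.25, is below the lowest mean of S1 File's expressed probe sets, 4.79. The size of its fold is therefore uncertain.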

When only the genes in which sexual dimorphism was greatest were considered, those with P < 0.05 and i 1.5 or < 0.66 fold, 65 of the 94 genes upregulated in females were on the X chromosome (69.1%) and 3 of the 34 genes upregulated in males were on the Y chromosome (8.8%). Frequency of upregulated genes on the X chromosome was higher than expected due to chance by chi-square analysis (P < 0.001). No other chromosome had a frequency of genes upregulated in females at a higher frequency than expected due to chance (Fig 1). 

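Apart from the X chromosome, no chromosome held a larger share of the probe sets higher in females than of the tested set at an adjusted P under 0.05 (Fisher's exact test, adjusted over all chromosomes and both directions), with or without the fold change criterion. Since the X-linked probe sets lower the share of every autosome, the test was repeated on the autosomal probe sets alone, a test chosen after the result was seen. Of 160 autosomal probe sets higher in females at the unadjusted P, no autosome held a share that differed from its share of the 7505 (adjusted P = 1 for all).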

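Chromosome 12 holds 149 of the placed probe sets of the tested set (1.92%) and held 3 of the 30 (10.0%) that were higher in males with P under 0.05 and the fold change criterion. These were *UBAC2*, *VPS36* and *EBPL*, named after their values were seen, with female minus male differences of -0.69 (SE 0.235), -0.67 (SE 0.285) and -0.72 (SE 0.307). Fisher's exact test (two-sided) gave P = 0.0192 before and 0.463 after adjustment over all chromosomes and both directions. The share was 3.13% without female DKK1 replicate 3. Without the fold change criterion, chromosome 12 held 6 of 240 (2.50%).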

There was an overrepresentation of genes upregulated in male embryos on chromosome 12 (P < 0.01) (Fig 1).

**Fig 1:**
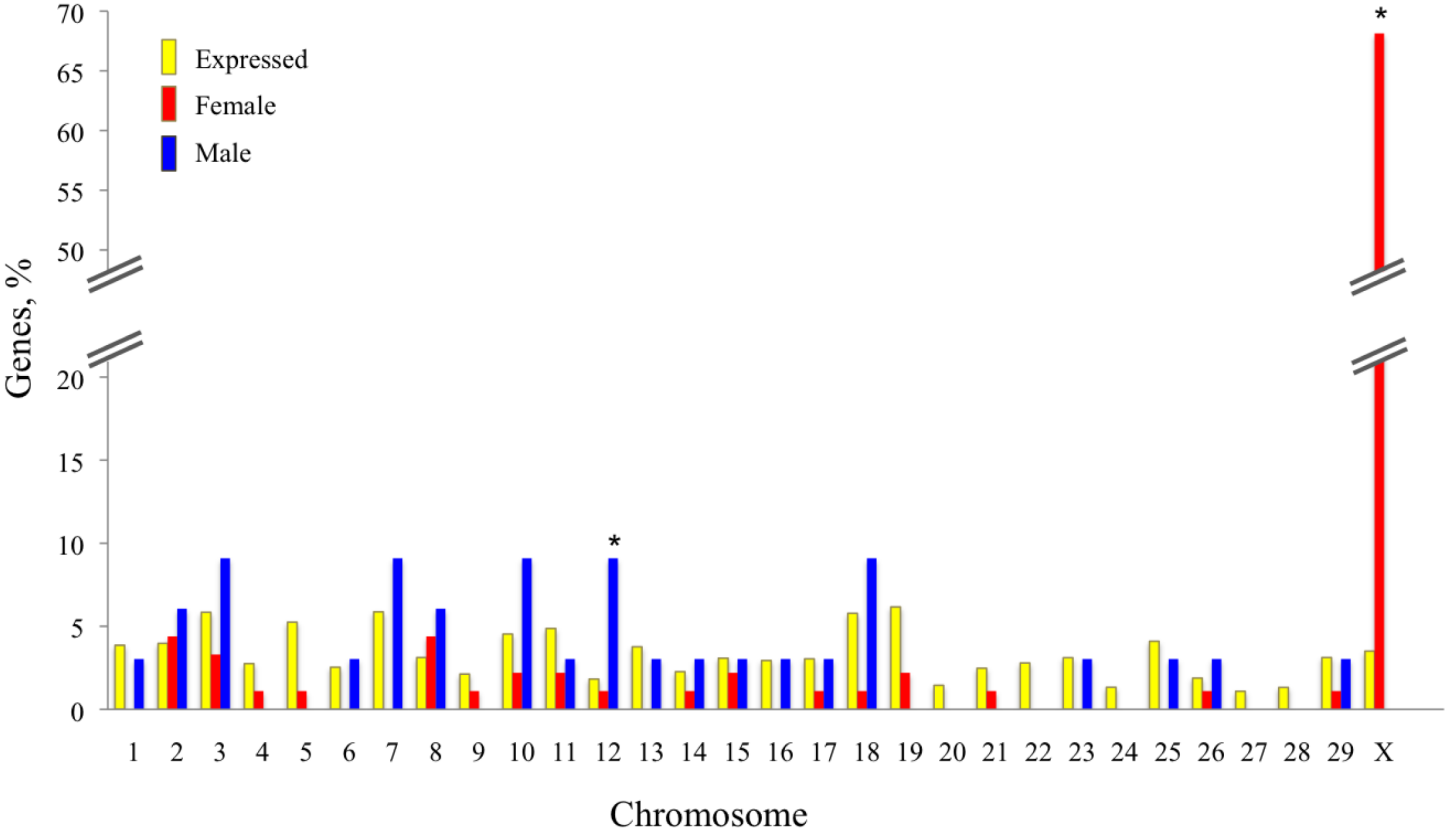
Chromosomal location of genes differentially expressed between female and male embryos. Yellow bars represent the percent of the 9,933 expressed genes located on each chromosome. The red bars represent the percent of genes upregulated in female embryos (those P < 0.05 and ≥ 1.5 fold) that are located on each chromosome while the blue bars represent the percent of genes upregulated in male embryos (P < 0.05 and ≥ 1.5 fold) that are located on each chromosome. Asterisks represent chromosomes in which the frequency of upregulated genes is higher than expected due to chance based on overall distribution of expressed genes on each chromosome (**, P<0.01; ***, P<0.001).

#### Predicted molecular and cellular functions affected by sex

Using IPA, 79 of the 94 genes upregulated in female embryos and 32 of the 34 genes upregulated in male embryos were mapped to known functions. The five most-significant molecular and cellular functions represented in the list of DEG included cell death and survival (n = 29 genes), cellular movement (16 genes), cell morphology (16 genes), cellular assembly and organization (14 genes) and DNA replication, recombination and repair (11 genes). Changes in gene expression indicated that cell survival was increased in female embryos as compared to males (Fig 2). 

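*XIAP*, an X-linked inhibitor of apoptosis, had a mean log2 intensity of 7.30 ± 0.45 in female control, 7.86 ± 0.83 in female DKK1, 6.67 ± 0.60 in male control and 6.42 ± 0.67 in male DKK1 embryos (SD, n = 5). It was 1.04 higher in females (SE 0.272) and did not pass the adjusted P over all probe sets (0.165, limma). *EXO5*, on chromosome 3, had a female minus male difference of -0.66 (SE 0.284, adjusted P = 0.684). Of 16 anti-apoptotic genes listed before the data were examined, 10 were in the tested set and none passed, whereas 1 (*XIAP*) passed when adjusted over the list alone. That pass is not independent evidence, because the paper had named *XIAP* as higher in females in these samples. The median difference of the list was 0.00, and limma's camera gave an adjusted P of 0.576 for the list. Of 31 pro-apoptotic genes, 15 were in the tested set. None passed over all probe sets or when adjusted over the list alone, 11 had a difference above 0, and the median was 0.07 (camera, adjusted P = 0.109).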

Of the 16 DEG upregulated in females that are involved in cell survival, 12 are located on the X chromosome.

**Fig 2:**
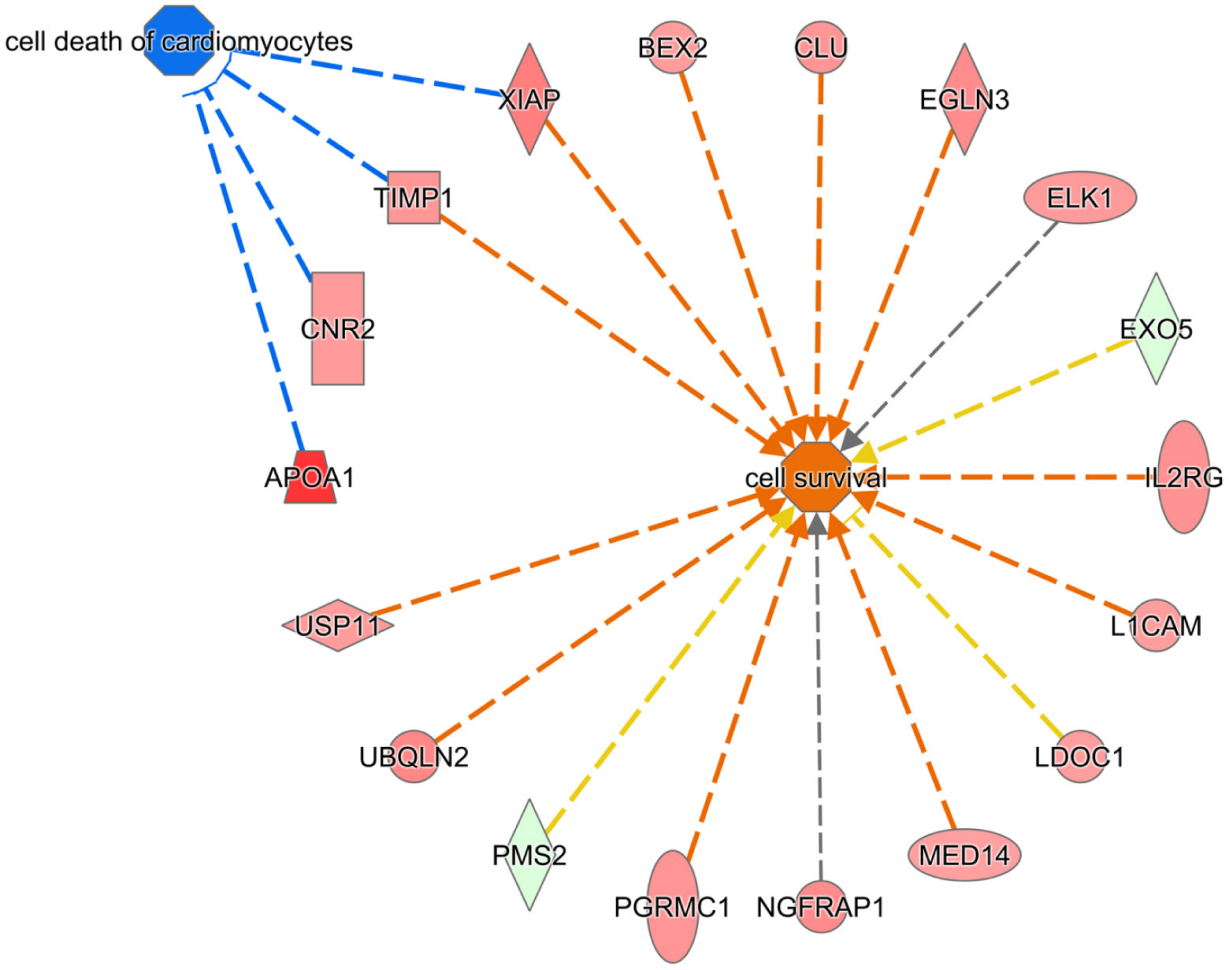
Differences in gene expression between female and male embryos is predictive that cell survival is enhanced in females. Genes upregulated in females are in red while genes upregulated in males are in green. Cellular and molecular functions predicted to be activated are in orange while functions predicted to be inhibited in blue. Orange arrows represents predicted activation of the function, blue arrows represent predicted inhibition, yellow arrows indicates that the relationship is inconsistent with the prediction while gray lines represent that the effect is not predicted. Note *EXO5* is identified as DEM1 in the microarray database.

Fourteen genes were associated with embryo development. Of these, 12 were upregulated in females (*AP1S2*, *ARAF*, *CNR2*, *DMD*, *EGLN3*, *ELK1*, *IL13RA1*, *IL2RG*, *L1CAM*, *RIMS3*, *RPS6KA3*, and *TIMP1*) and 2 were upregulated in males (*RPB4* and *ZBTB5*). 

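Of these 14 genes, 9 are in the tested set (*ARAF*, *CNR2*, *EGLN3*, *ELK1*, *IL13RA1*, *IL2RG*, *RIMS3*, *RPS6KA3* and *TIMP1*), 6 of them X-linked. All 9 had positive female minus male differences, from 0.62 for *IL13RA1* to 0.87 for *EGLN3*. None passed limma's adjusted P over all probe sets. *TIMP1* came closest, 0.73 higher in females (SE 0.178, adjusted P = 0.124), with 9.95 ± 0.31 in female control and 9.27 ± 0.41 in male control embryos (SD, n = 5). All 9 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The other 5 genes have means below the tested set. In the larger set of 12762 probe sets *AP1S2*, *DMD* and *L1CAM* differed by 0.62, 0.63 and 0.63, and *RBP4* and *ZBTB5* by -0.65 and -0.61, with adjusted P from 0.236 to 0.65.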

Nine of the 12 genes upregulated in females were located on the X chromosome. The exceptions were for *CNR2*, *EGLN3* and *RIMS3*.

IPA was used to identify putative regulators of sex-dependent gene expression (S1 Fig). Five regulators were predicted (P<0.05) to increase gene expression in females. These were estradiol-17β (14 genes), TNFA (12 genes), TGFB1 (9 genes), and CD40LG (7 genes). One regulator, the hyaluronidase MGEA5, was predicted to be inhibited in females because 5 genes inhibited by MGEA5 were increased in females.

#### Effects of DKK1 on expression of genes involved in blastocyst differentiation and pluripotency

**M**icroarray data were examined for effects of DKK1 on genes involved in TE and hypoblast formation (Table 2). Two genes implicated in TE formation were not expressed in the morula, *ELF5* and *EOMES*, and two others, *TCFAP2C* and *YAP1*, were not on the array. 

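*ELF5* and *EOMES* had mean log2 intensities over the 20 arrays of 3.48 and 3.27, the 26.7th and 22.5th percentiles of all probe sets and below the tested set. Probe sets named *TFAP2C* (12718969) and *YAP1* (12730616) are in the annotation of the array. *TFAP2C* had 9.76 ± 0.19 in female control and 9.51 ± 0.57 in male control embryos, and *YAP1* had 8.54 ± 0.22 and 8.48 ± 0.16 (SD, n = 5). The DKK1 minus control difference was 0.03 (SE 0.149) for *TFAP2C* and 0.00 (SE 0.0989) for *YAP1*.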

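*CDX2* had a log2 intensity of 7.55 ± 0.66 in female control and 7.78 ± 0.75 in female DKK1 embryos, and 7.64 ± 1.08 in male control and 7.36 ± 0.46 in male DKK1 embryos (SD, n = 5). Its DKK1 minus control difference was -0.03 (SE 0.319). That of *GATA3* was 0.21 (SE 0.197), of *KLF5* 0.11 (SE 0.104), of *LATS1* 0.26 (SE 0.216) and of *TEAD4* -0.05 (SE 0.149), and the adjusted P from limma was 1 for each. *ETS2* and *LATS2*, with means below the tested set, differed by 0.03 (SE 0.241) and -0.03 (SE 0.0927). Of 20 trophectoderm genes and 22 genes of the Hippo pathway listed before the data were examined, 13 and 16 were in the tested set, and none passed for DKK1 over all probe sets or when adjusted over the list alone.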

None of the other 8 genes involved in TE formation were significantly affected by treatment. However, *AMOT* expression tended to be reduced by DKK1 (P = 0.091). 

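*AMOT* (probe set 12909424, X chromosome) had a DKK1 minus control difference of -0.41 (SE 0.215) over both sexes. Limma's P was 0.0727 before adjustment and 1 after it. *AMOT* was the lowest of the 13 trophectoderm genes in the tested set for this difference.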

The effect of DKK1 only occurred in male embryos (expression was 2-fold higher in controls compared to DKK1 embryos) and there was a DKK1 x sex interaction (P = 0.012). 

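In males, *AMOT* had a log2 intensity of 7.13 ± 0.43 in control and 6.08 ± 0.54 in DKK1 embryos, and in females 6.58 ± 0.48 in control and 6.82 ± 0.56 in DKK1 embryos (SD, n = 5). The DKK1 effect in males was -1.05 (SE 0.303), a fold of 0.482, with 4 of the 5 DKK1 arrays below every control array (exact permutation test, two-sided, P = 0.0159, n = 5 and 5). In females it was 0.24 (exact permutation test, P = 0.508, n = 5 and 5). The difference between these effects was 1.29 (SE 0.429). For *AMOT* limma's P of this interaction was 0.00716 before adjustment over the tested set and 0.97 after it.

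**Figure D3:**
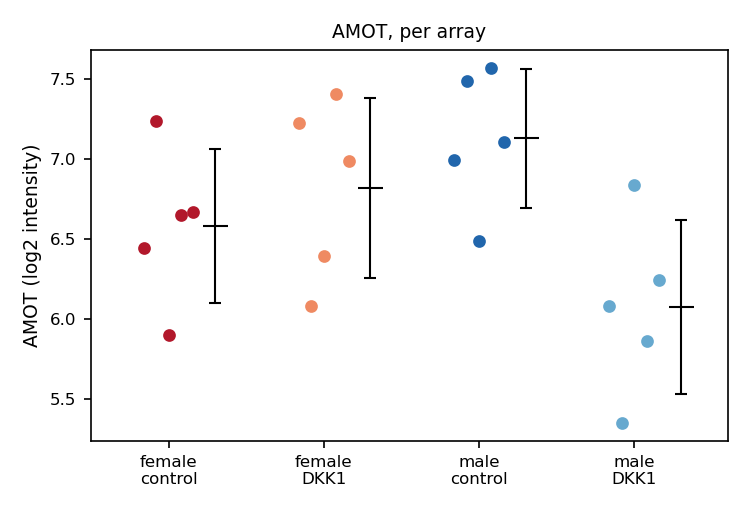
Log2 intensity of AMOT, 1 point per array, for the 4 groups; the bar beside each group is the mean with its SD (n = 5). Male DKK1 embryos average 6.08, against 7.13 in male control embryos.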

Of two genes involved in hypoblast formation, *FGF4* and *FGFR2*, both were expressed. 

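*FGF4* had a mean log2 intensity of 5.14 over the 20 arrays, below the tested set and above the lowest mean of S1 File's expressed probe sets, 4.79. Group means were 4.86 ± 1.23 in female control, 5.22 ± 0.88 in female DKK1, 5.47 ± 1.45 in male control and 4.99 ± 0.49 in male DKK1 embryos (SD, n = 5). In the larger set of 12762 probe sets its estimates were -0.19 (SE 0.444) for sex, -0.06 (SE 0.444) for DKK1 and 0.85 (SE 0.888) for the interaction.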

There was no effect of sex, DKK1 or the interaction on expression of *FGF4*. Expression of FGFR2 was not affected by sex or the interaction but was 1.28-fold higher for DKK1-treated embryos than control embryos (P = 0.016). Both of two genes involved in pluripotency of the inner cell mass (ICM), *NANOG* and *POU5F1*, were expressed but neither was affected by sex, DKK1 or the interaction.

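*FGFR2* (probe set 12821546), also below the tested set, had 4.70 ± 0.35 in female control, 5.15 ± 0.19 in female DKK1, 4.72 ± 0.35 in male control and 4.99 ± 0.29 in male DKK1 embryos (SD, n = 5). The DKK1 minus control difference was 0.36 (SE 0.137), a fold of 1.28. For *FGFR2* limma's P of this difference was 0.0169 before adjustment over the larger set and 1 after it. The estimates for sex and the interaction were 0.07 (SE 0.137) and 0.19 (SE 0.274).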

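*NANOG* had 6.16 ± 0.44 in female control, 6.47 ± 0.70 in female DKK1, 6.89 ± 0.81 in male control and 6.72 ± 0.52 in male DKK1 embryos (SD, n = 5), with a female minus male difference of -0.49 (SE 0.264, adjusted P = 0.893 from limma). *POU5F1* lay between 10.43 and 10.47 in all 4 groups, with differences of -0.02 (SE 0.0802) for sex and 0.02 for DKK1. *SOX2* differed by -0.18 (SE 0.142) for sex and *GATA6* by 0.09 (SE 0.089). For the 14 genes of Table 2, 10 are in the tested set, and none passed for sex, DKK1 or the interaction over all probe sets or when adjusted over the list alone. The same held for 16 genes of pluripotency and the inner cell mass and 12 of the hypoblast, listed before the data were examined, of which 12 and 4 are in the tested set.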

**Table 2:** Effects of sex, DKK1 and the interaction on expression of genes involved in blastocyst differentiation and pluripotency.^a^

	Female		Male		P values		
Gene	Control	DKK1	Control	DKK1	Sex	DKK1	DKK1 x sex
*AMOT*	6.581	6.819	7.128	6.075	0.671	0.091	0.012
*CDX2*	7.546	7.778	7.645	7.357	0.646	0.935	0.460
*ETS2*	5.052	4.816	4.729	5.026	0.821	0.820	0.293
*FGFR2*	4.697	5.149	4.724	4.989	0.626	0.016	0.604
*FGF4*	4.856	5.224	5.474	4.993	0.694	0.908	0.392
*GATA3*	7.912	8.173	8.099	8.267	0.506	0.314	0.824
*GATA6*	10.549	10.681	10.548	10.494	0.219	0.603	0.226
*KLF5*	8.571	8.581	8.488	8.708	0.821	0.241	0.284
*LATS1*	7.393	7.480	7.362	7.778	0.553	0.278	0.470
*LATS2*	5.367	5.301	5.345	5.354	0.849	0.725	0.640
*NANOG*	6.164	6.469	6.894	6.717	0.103	0.823	0.407
*POU5F1*	10.428	10.459	10.465	10.468	0.711	0.787	0.824
*SOX2*	9.393	9.452	9.690	9.514	0.225	0.685	0.421
*TEAD4*	8.571	8.422	8.468	8.514	0.973	0.739	0.526

^a^ Units are log2 of fluorescent intensity.

### Experiment 2: Confirmation of Effects of Sex and DKK1 on Gene Expression as Determined by qPCR

An independent experiment using distinct pools of embryos was conducted to confirm effects of sex, DKK1, and DKK1 x sex on gene expression by qPCR. Genes selected for evaluation included those that were upregulated in female (*APOA1*, *XIAP* and *XIST*) or male embryos (*DDX3Y*), those affected by the main effect of DKK1 (*FKBP11*, *SEC22B* and *TUBB2B*), and genes in which there was a DKK1 x sex interaction (*AMOT*, *PRDM4*, *RPP38*, *SMAD3* and *WLS*). 

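On the arrays, *APOA1*, with a mean of 5.07 below the tested set, was at 5.74 ± 1.12 in female control and 4.47 ± 0.80 in male control embryos (SD, n = 5). Its female minus male difference was 1.70 (SE 0.382, adjusted P = 0.0939 over the larger set of 12762 probe sets, limma). The DKK1 minus control difference was 0.86 (SE 0.312) for *FKBP11*, 0.85 (SE 0.322) for *SEC22B* and -2.15 (SE 0.706) for *TUBB2B*, each with an adjusted P of 1. *TUBB2B* had 7.96 ± 1.23 in female control, 6.54 ± 2.52 in female DKK1, 8.01 ± 1.47 in male control and 5.13 ± 1.37 in male DKK1 embryos (SD, n = 5), and another probe set of this gene (12801080) differed by 0.02. The interaction estimate was 1.52 (SE 0.419) for *SMAD3*, 1.54 (SE 0.449) for *WLS* and 1.09 (SE 0.33) for *PRDM4*, with an adjusted P of 0.97 for each. *RPP38*, with a mean below the tested set, had -1.74 (SE 0.506, adjusted P = 0.984). With DKK1, *SMAD3* had folds of 1.85 in females and 0.646 in males, and *RPP38* 0.46 and 1.54. Over the tested set none of the genes chosen for DKK1 or the interaction passed. Adjusted over the list alone, 4 of the 10 in the tested set passed for DKK1 and 4 for the interaction, which is not independent evidence because the list was chosen on these samples.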

As shown in Table 3, microarray results were confirmed by qPCR with statistical significance for the four genes affected by sex (*APOA1*, *DDX3Y*, *XIAP*, and *XIST*). In contrast, none of the genes affected by the main effect of DKK1 in the microarray experiment exhibited a similar significant pattern in the independent experiment. There were no effects of DKK1 on expression of *SEC22B* and *TUBB2B* and expression of *FKBP11* was decreased by DKK1 in contrast to the microarray experiment in which gene expression was increased. Of the five genes affected by a DKK1 x sex interaction by microarray, there were no significant interactions identified in the independent experiment. Thus, results confirm the conclusion from the microarray experiment that sex alters the transcriptome of the bovine morula but few genes are affected by DKK1 or the interaction between DKK1 and sex.

**Table 3:** Comparison of the fold-change in gene expression due to sex, DKK1 and DKK1 x sex as determined by microarray and by qPCR. ^a^

Gene	Microarray (Experiment 1)			qPCR (Experiment 2)		
Sex:	Fold change fem vs male		P-value	Fold change fem vs male		P-value
*APOA1*	3.25		< 0.01	2.5		< 0.010
*DDX3Y*	0.11		< 0.01	0.11		< 0.010
*XIAP*	2.05		< 0.01	1.55		< 0.05
*XIST*	3.27		< 0.01	3.76		< 0.01
DKK1:	Fold change DKK1 vs control		P-value	Fold change DKK1 vs control		P-value
*FKBP11*	1.82		0.02	0.84		0.04
*SEC22B*	1.81		0.03	0.80		0.31
*TUBB2B*	0.226		0.01	1.02		0.95
Interaction:	Fem DKK1 vs fem control	Male DKK1 vs male control	P-value	Fem DKK1 x fem control	Male DKK1 x male control	P-value
*AMOT*	1.179	0.482	0.012	0.86	0.76	0.58
*PRDM4*	1.074	0.504	0.005	0.92	0.80	0.39
*RPP38*	0.460	1.541	0.005	0.79	0.80	0.98
*SMAD3*	1.849	0.646	0.003	0.77	0.95	0.28
*WLS*	1.576	0.541	0.005	1.28	1.27	0.98

^a^ Abbreviation: fem—female.

In the microarray experiment, expression of *AMOT* tended to be affected by DKK1 (P = 0.091) and was affected by the sex x DKK1 interaction (P = 0.012). The interaction was not significant in the confirmation experiment but there was an overall effect of DKK1 on expression of *AMOT* (P = 0.0222). In particular, DKK1 decreased *AMOT* expression in both female and male embryos (Fig 3). Expression was higher for females (P = 0.0527) but there was no interaction between DKK1 x sex (P = 0.5791).

**Fig 3:**
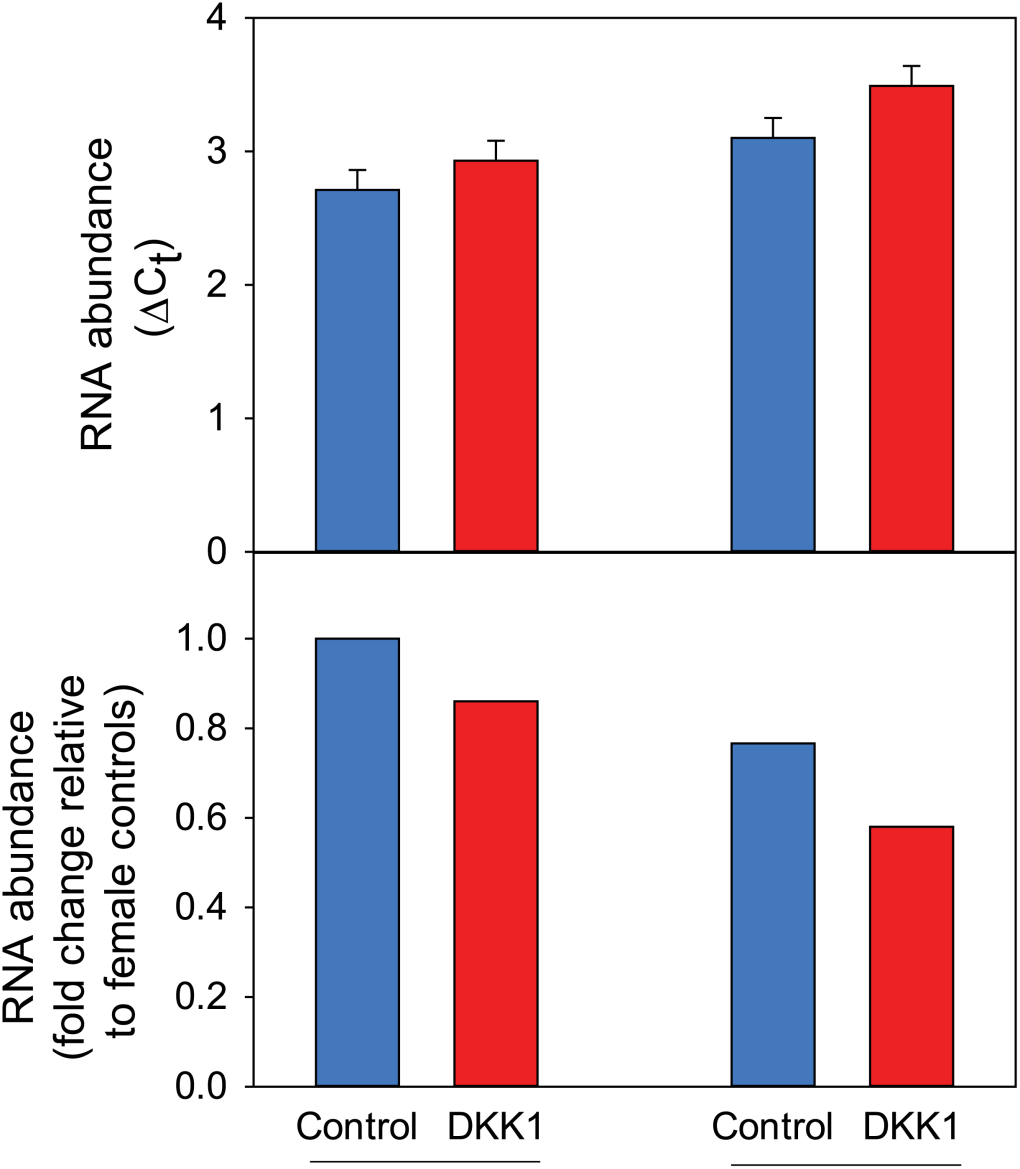
Effect of sex and DKK1 on AMOT expression in Day 6 morula (Experiment 2). Data are shown as ΔC_t_ data (top panel) and as fold-change relative to female controls (bottom panel). Data are least-squares means ± SEM (top) or were calculated from the least-squares means of ΔC_t_ (bottom). RNA abundance was affected by sex (P = 0.0527) and DKK1 ((P = 0.0222) but not by the interaction (P = 0.5791).

### Experiment 3: Effects of DKK1 on Expression of Pluripotency and Differentiation Genes During the Morula to Blastocysts Stages

Results are shown in Fig 4. There were day effects for *CDX2* (Day 5 vs Day 6 + Day 7, P = 0.0464), *NANOG* (P = 0.0499) and *GATA6* (P = 0.003). Expression of *CDX2* was higher on Days 6 and 7 than on Day 5, *NANOG* increased at Day 7 from a nadir at Day 6 and *GATA6* decreased from Day 5 to 7. There were no effects of DKK1 or day x DKK1 on expression of any of the genes.

**Fig 4:**
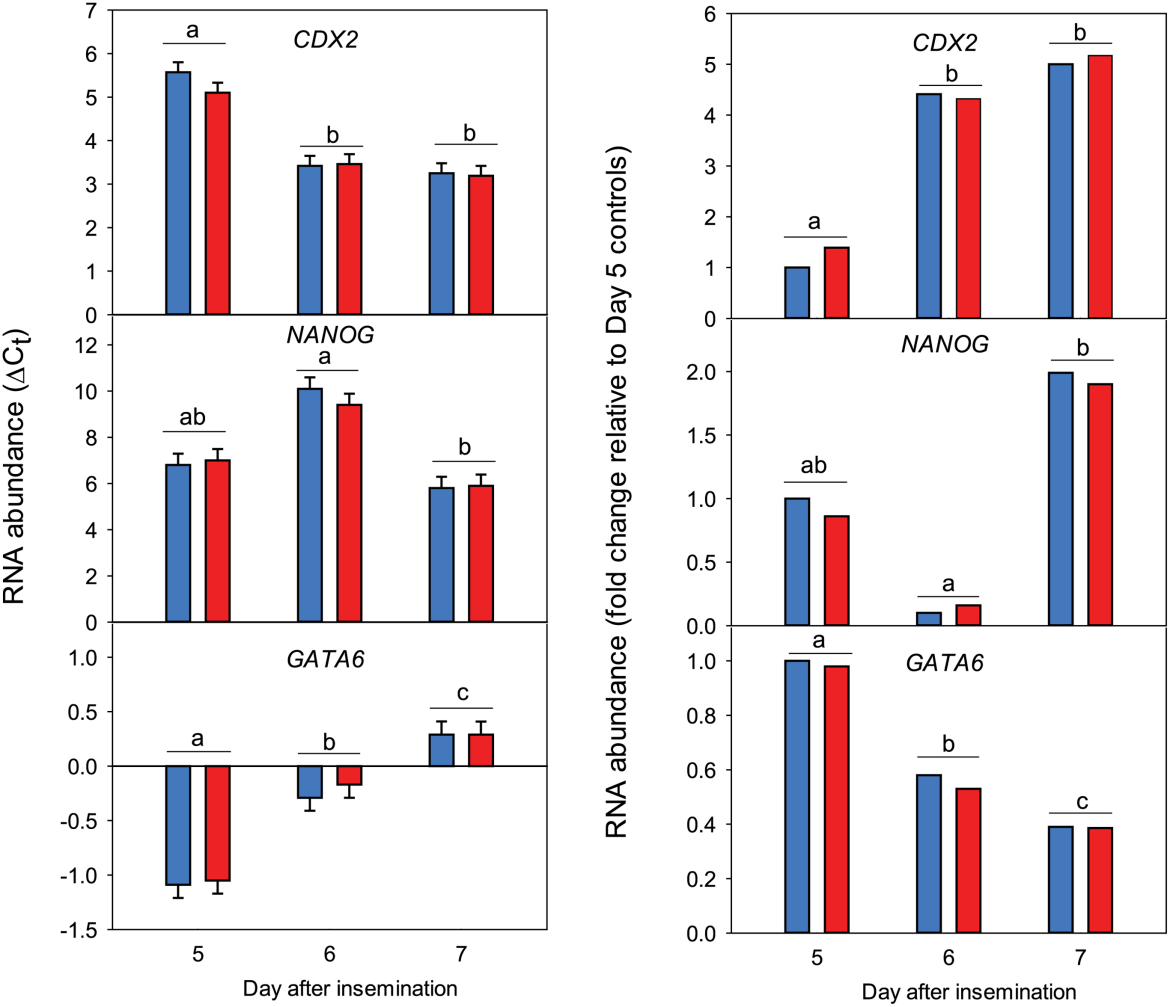
Effect of day after insemination on expression of *CDX2*, *NANOG* and *GATA6* (Experiment 3). Data are shown as ΔC_t_ data (left panel) and as fold-change relative to Day 5 controls (right panel). Data are least-squares means ± SEM (left) or were calculated from the least-squares means of ΔC_t_ (right). Embryos were morulae (Days 5 and 6) or blastocysts (Day 7). Day of insemination is considered Day 0. Blue bars represent control and red bars represent DKK1. Day effects are indicated by superscripts. Days with different superscripts differ (P<0.05). There were no effects of DKK1 or day x DKK1.

## Discussion

Results reported here demonstrate that female and male bovine embryos have different patterns of gene expression as early as the morula stage. The differences in gene expression are likely to cause sex-dependent variation in cell survival and in regulation of pluripotency and differentiation of the early embryo. There was no consistent evidence that sex affected regulation of gene expression by the WNT signaling antagonist DKK1. In fact, this molecule, which can alter proportion of cells in the blastocyst that are TE, ICM and hypoblast [23, 25] had little effect on transcription at the morula stage. Thus, it is likely that actions of DKK1 on lineage commitment in the blastocyst stage are dependent upon post-transcriptional modifications [33] or differences in gene expression later in development. 

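The paper reasons from the small number of affected genes, and from effects that were not repeatable in its Experiment 2, that DKK1 had little effect on transcription. Among genes through which a WNT antagonist acts, 7 of 20 WNT target genes and 22 of 53 WNT pathway components, listed before the data were examined, were in the tested set. None passed for DKK1 over all probe sets, and 1 target gene, *BMP4*, named after its value was seen (difference 0.51), passed when adjusted over the list alone. The median DKK1 minus control difference was 0.01 for the targets and 0.02 for the pathway components (camera, adjusted P = 1 for both). In data simulated with the same number of arrays, 82.1% of genes given a true DKK1 difference of 1 were called at the adjusted P, as were 36.4% of those given 0.5. The X-linked minus autosomal value per array was 0.11 higher with DKK1 in females (exact permutation test, P = 0.0238, n = 5 and 5) and differed by -0.06 in males (exact permutation test, P = 0.706, n = 5 and 5). In females it did not pass with no expression threshold (exact permutation test, P = 0.778) or with means of at least 6 (P = 0.0556). In males it became 0.03 without the array labelled male control replicate 2 (exact permutation test, P = 0.611). The difference between the sexes, 0.17 with all arrays, did not pass an exact permutation test of treatment within each sex (P = 0.118).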

One gene regulated by DKK1 that may lead to downstream effects on expression of genes involved in TE formation was the Hippo signaling molecule *AMOT*.

Comparison of the characteristics of sexual dimorphism in gene expression between morula (this study) and blastocysts [9] is indicative that the extent of sexual dimorphism increases from the morula to the blastocyst stage. The total number of expressed transcripts in Day 6 morulae was 9,933. This value is similar to values of 9,322–9,489 expressed genes in blastocysts [9,34]. In morula, expression of a total of 662 genes (7.1% of the 9,933 expressed genes) was affected by sex before correction for multiple testing. 

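In the tested set, 6.39% of probe sets differed by sex at an unadjusted P under 0.05. Among control arrays alone the comparison of 5 female with 5 male arrays gave 613 probe sets at an unadjusted P under 0.05 and 0 at limma's adjusted P. Among DKK1 arrays alone it gave 531 and 1.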

By comparison, 40.2% of genes expressed in the blastocyst exhibited differences in expression between female and male embryos [9]. In contrast to the situation for the total number of DEG affected by sex, morulae and blastocysts were similar in terms of genes whose expression was most affected by sex. In the morula, there were 94 genes upregulated in females ≥ 1.5-fold and 34 genes upregulated in males ≥ 1.5 fold. This is similar to the blastocyst where there were 95 genes upregulated in females ≥ 1.5 fold and 12 in male [9].

Differences in gene expression between female and male embryos can be largely ascribed to differential expression of genes on the X chromosome. Of the 368 genes whose expression was upregulated in female embryos, 182 (49.5%) are on the X-chromosome. For those 94 genes whose expression was ≥ 1.5 for females than males, 69.1% are on the X chromosome (69.1%). Similar results were observed for blastocysts [9]. The preponderance of DEG on the X chromosome is not surprising because X chromosome inactivation is incomplete at the morula and blastocyst stages in the cow. Expression of the X inactivating gene *XIST* starts at the 8-cell stage [35]. Late replication of one X chromosome is detected in some early blastocysts and is probably complete at some point between then and Day 14–15 of gestation [35, 36]. It is likely that some X-chromosome inactivation has occurred by the morula stage because, like for the blastocyst [3], most the DEG overexpressed in females exhibited a fold change less than 2. 

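Of the 372 probe sets that were higher in females at an unadjusted P under 0.05, 356 (95.7%) had a fold change under 2. For the X-linked ones among them this held for 171 of 180. Over all 268 X-linked probe sets, 9 (3.36%) had a fold change of at least 2, and the median difference corresponds to a fold of 1.35. The median difference of the 90 X-linked probe sets with the highest mean intensity was 0.38. Embryos of the other sex left by the sorting of semen would also lower the difference. At about 90% of the desired sex, as the paper gives, a full doubling would be capped at 0.79. Read from the *DDX3Y* and *XIST* ratios, the cap would be 0.53, or 0.27 at their upper bounds. Folds under 2 therefore do not by themselves show inactivation.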

Incomplete X-chromosome inactivation at the blastocyst stage is also a characteristic of development in the rabbit and human while inactivation is complete by the blastocyst stage in the mouse (reviewed by Bermejo-Alvarez et al. [37]).

Expression of genes on the Y-chromosome is also responsible for some of the sex-related transcriptional differences but on a much smaller scale than for genes on the X chromosome. 

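Beside the Y-linked genes, 11 X-linked genes with a Y-linked partner were in the tested set, out of 17 listed before the data were examined. All 11 had positive female minus male differences, with a median of 0.34, and camera gave an adjusted P of 4.86e-11 for the list (0.000736 with the correlation between genes estimated). They were no higher than X-linked genes in general, since the other 257 X-linked probe sets had a median of 0.437. *UBA1* (difference 0.58) and *KDM6A* (0.57) came closest to passing over all probe sets (adjusted P = 0.0862 and 0.0801, limma), and 4 of the 11 passed when adjusted over the list alone. Over all probe sets both passed with array weights (adjusted P = 0.0356), and *UBA1* also without male control replicate 2 (0.0404). *DDX3X* and *EIF1AX*, the partners of *DDX3Y* and *EIF1AY*, differed by 0.21 and 0.11.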

Three Y-linked genes were found to be upregulated in male embryos: *DDX3Y*, *EIF1AY* and *UTY*. These three genes are contained within an 816 kb region of the bovine Y chromosome [38]. *DDX3Y* and *EIF1AY* regulate RNA transcription and translation initiation [39, 40] while *UTY* controls gene expression by promoting demethylation of H3K27 and methylation of H3K4 [41].

Taken together, results are indicative that the morula and blastocyst have a similar number of genes, largely located on the X chromosome, which experience a ≥ 1.5 fold increase in expression. Moreover, the total number of genes differentially regulated between female and male embryos increases as the embryo develops to the blastocyst stage. In the mouse, too, the number of DEG between female and male embryos increases from the 8-cell to blastocyst stages of development [42, 43]. Perhaps the set of genes whose expression is ≥ 1.5 fold higher in females than males early in development drives subsequent changes in gene expression on the X and other chromosomes by the blastocyst stage. Consistent with this idea is the observation that ~50% of the DEG in morula are on the X chromosome versus only 18% in the blastocyst [9].

Sex-dependent differences in gene expression at the morula stage are likely to result in different functional capabilities between female and male embryos. The one molecular function that was predicted to be enhanced in female embryos was cell survival. Most of the genes promoting cell survival in females are on the X chromosome. In addition to the genes identified as regulating cell survival, two other developmental genes upregulated in female embryos, the X-linked gene *ARAF* [44] and the autosomal gene *CNR2* [45–47], prevent cell death in embryonic cells. The idea that female embryos are more resistant to cell death than male embryos is consistent with observation that, in the mouse, female embryos were more resistant to heat stress in vivo or heat shock in vitro than male embryos [48].

Another gene whose expression was higher in female embryos could also potentially alter embryonic development. *ELK1* is a transcription factor targeted by MAPK signaling, which in turn is critical for cell division in early cleavage stages in the mouse [49]. Despite upregulation of *ELK1*, there was no sex effect on development to the morula stage. There are other reports indicating that female and male embryos develop to the blastocyst stage at the same rate [8, 50] but there are more reports that female embryos develop to the blastocyst stage more slowly than males [5,6, 51–53].

One possible reason for reduced development in female embryos is that glucose can be toxic to female embryos at concentrations of 4 mM or above but not to male embryos [52]. However, deviation in sex ratio of in vitro produced blastocysts is observed even when glucose concentrations are too low to be toxic [51, 53]. Reduced development of female embryos has also been ascribed to increased expression of the X-linked gene *G6PD* involved in glucose metabolism to generate NADPH through the pentose phosphate pathway. *G6PD* has been reported to be more highly expressed in female embryos than male embryos at the morula [54] and blastocyst stages [54,55] and inhibition of G6PD has been reported to reduce differences in development between females and males [52]. There was, however, no effect of sex on expression of *G6PD* in the current experiment (S1 File) or in another experiment with bovine blastocysts [9]. Moreover, the gene ontology analyses did not indicate overrepresentation of DEG in pathways associated with glucose metabolism. Perhaps the degree to which *G6PD* is differentially expressed between females and male embryos depends upon culture conditions and female embryos only develop to the blastocyst at a lower rate than males when culture conditions increase expression of *G6PD*.

One consequence of the sexual dimorphism of the preimplantation embryo is that developmental programming signals during this period can lead to different outcomes for females and males [12–17]. In the cow, exposure of Day 5–7 embryos to the maternal regulatory molecule, CSF2, caused sex-specific alterations in development later in pregnancy at Day 15 of gestation [18]. Three of the genes overexpressed in female morulae encode for receptor molecules that could be involved in sex-dependent responses in maternal signals. 

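*CNR2* (probe set 12778566, chromosome 2) had 6.21 ± 0.52 in female control, 6.58 ± 0.40 in female DKK1, 5.47 ± 0.31 in male control and 5.99 ± 0.46 in male DKK1 embryos (SD, n = 5), a female minus male difference of 0.67 (SE 0.184). That of *IL2RG* was 0.79 (SE 0.345). The adjusted P from limma was 0.203 for *CNR2*, 0.431 for *IL13RA1* and 0.684 for *IL2RG*. Of 27 cytokine and cannabinoid receptors and related genes listed before the data were examined, 10 were in the tested set and 7 had differences above 0, with a median of 0.25 (camera, adjusted P = 0.0125, and 0.0453 with the correlation between genes estimated). This is not independent evidence, because the paper picked *CNR2*, *IL13RA1* and *IL2RG* as higher in females in these samples. Without these 3, a test chosen after the result was seen, the list did not pass (median 0.14, adjusted P = 0.576). Nor did it pass without its X-linked members (adjusted P = 0.432), with no expression threshold (0.211) or with means of at least 6 (0.122). When adjusted over the list alone, 2 genes passed.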

The autosomal gene *CNR2* encodes for a cannabinoid receptor that has been shown to promote survival of embryonic stem cells and trophoblast stem cells [56]. Two other genes overexpressed in females encode for cytokine receptor subunits. *IL13RA1* encodes for a subunit that forms part of the IL4 and IL13 receptor [57] while *IL2RG* encodes for a signaling component of receptors for IL2, IL4, IL7, IL15, and IL21 [58]. Both of these latter genes are X-linked. The role of interleukins in development of the preimplantation embryo is not well understood. Infusion of mononuclear leukocytes into the uterus of embryo transfer recipients can increase pregnancy rate in cattle [59]. IL4 can increase expression of non-classical major histocompatibility class I molecules on bovine blastocysts [60].

In addition, several of the genes overexpressed in females are regulated by upstream factors that could also be involved in sexual dimorphism in response to maternal cues. One of these, TGFB1, has been reported to promote development of bovine embryos to the blastocyst stage [61, 62]. In contrast, TNFA induces apoptosis in the bovine embryo [63].

One purpose of the experiments described here was to evaluate whether the maternal embryokine DKK1 exerts sex-dependent changes in gene expression in the morula. DKK1 regulates lineage commitment in both cattle [23] and pigs [25]. There were, however, very few genes whose expression was regulated by DKK1 in Experiment 1 and none of the effects of DKK1 were repeatable in Experiment 2. Thus, DKK1 has little effect on gene expression of the bovine morula after 24 h of exposure and an examination of sexual disparity in regulation of gene expression by DKK1 was of limited usefulness.

The lack of large-scale regulation of gene expression by DKK1 is likely to mean that actions of DKK1 on lineage commitment largely involve regulation of genes beyond the time frame examined. Moreover, the increase in relative proportions of TE and hypoblast cells in the blastocyst caused by DKK1 involves actions other than regulation of expression of *CDX2*, required for TE formation, *GATA6*, the transcription factor involved in specification of hypoblast and *NANOG*, required for maintenance of pluripotency in the ICM [64]. This conclusion is based on results of Experiment 3, where DKK1 had no effect on expression of any of these transcription factor genes at days 5, 6 or 7 after insemination.

An important exception to the lack of effect of DKK1 on expression of genes involved in lineage commitment was for *AMOT*. In Experiment, expression of this gene was reduced by DKK1 in male embryos. Further experimentation using qPCR indicated that expression was inhibited by DKK1 in both sexes. Actions of DKK1 on expression of *AMOT* suggest that DKK1 may regulate commitment to TE lineage through inhibition of Hippo signaling. This pathway plays an important role in TE formation in the mouse through regulation of nuclear localization of Yap and resultant Yap- and Tead4-mediated activation of *Cdx2* transcription [65]. The regulatory proteins Lats1/2 and Amot determine nuclear accumulation of Yap; depletion of Amot proteins allows TE-specific nuclear localization of Yap and expression of *Cdx2* at the blastocyst stage [66]. Further research to examine regulation of Hippo signaling by DKK1 may lead to elucidation of the mechanism by which this WNT regulatory protein controls differentiation in the blastocyst.

It may be relevant to effects of DKK1 on hypoblast formation [23] that DKK1 increased expression of *FGFR2* in Experiment 1. Differentiation of ICM to hypoblast in the mouse is driven by actions of Fgf4 mediated by Fgf2r [67] and FGF4 can also cause differentiation of ICM to hypoblast in the cow [68].

In conclusion, experiments presented here indicate that sexual dimorphism in gene expression exists in the bovine preimplantation embryo as early as the morula stage of development. The basis for disparity in gene expression between female and male embryos at this stage is due largely to the presence of two active X chromosomes in the female at this stage of development. There was a preponderance of DEG that were overexpressed in the female and few that were overexpressed in the male. Moreover, half of the genes overexpressed in females are X-linked. Differential gene expression between female and male embryos is likely the basis for increased resistance to cell death signals in female embryos [48]. Evidence for a strong transcriptional regulation at the morula stage by DKK1 was not supported, given that changes in gene expression in both females and males in response to this molecule were modest and could not be confirmed by qPCR. The exception is the decrease in expression of *AMOT* in response to DKK1, which may be an important clue for the role of this molecule as a determinant of cell differentiation in the preimplantation embryo. The topic warrants further investigation. Disparity in responses of female and male embryos to changes in the maternal environment [12–17] is also likely to be dependent on differences in gene expression. Among the genes whose expression is altered by sex that could be involved in this phenomenon are those involved in cannabinoid and interleukin signaling.

## Supporting Information

S1 Fig Predicted upstream regulators of genes differentially expressed between female and male embryos.

S1 File Details of effects of sex, DKK1 and the interaction on gene expression.

S1 Table Primers used for qPCR.

# Supplementary material for: Influence of Sex on Basal and Dickkopf-1 Regulated Gene Expression in the Bovine Morula
**Source:** PLoS One. 2015 Jul 21;10(7):e0133587. doi: 10.1371/journal.pone.0133587
**Supplement:** S1 Fig

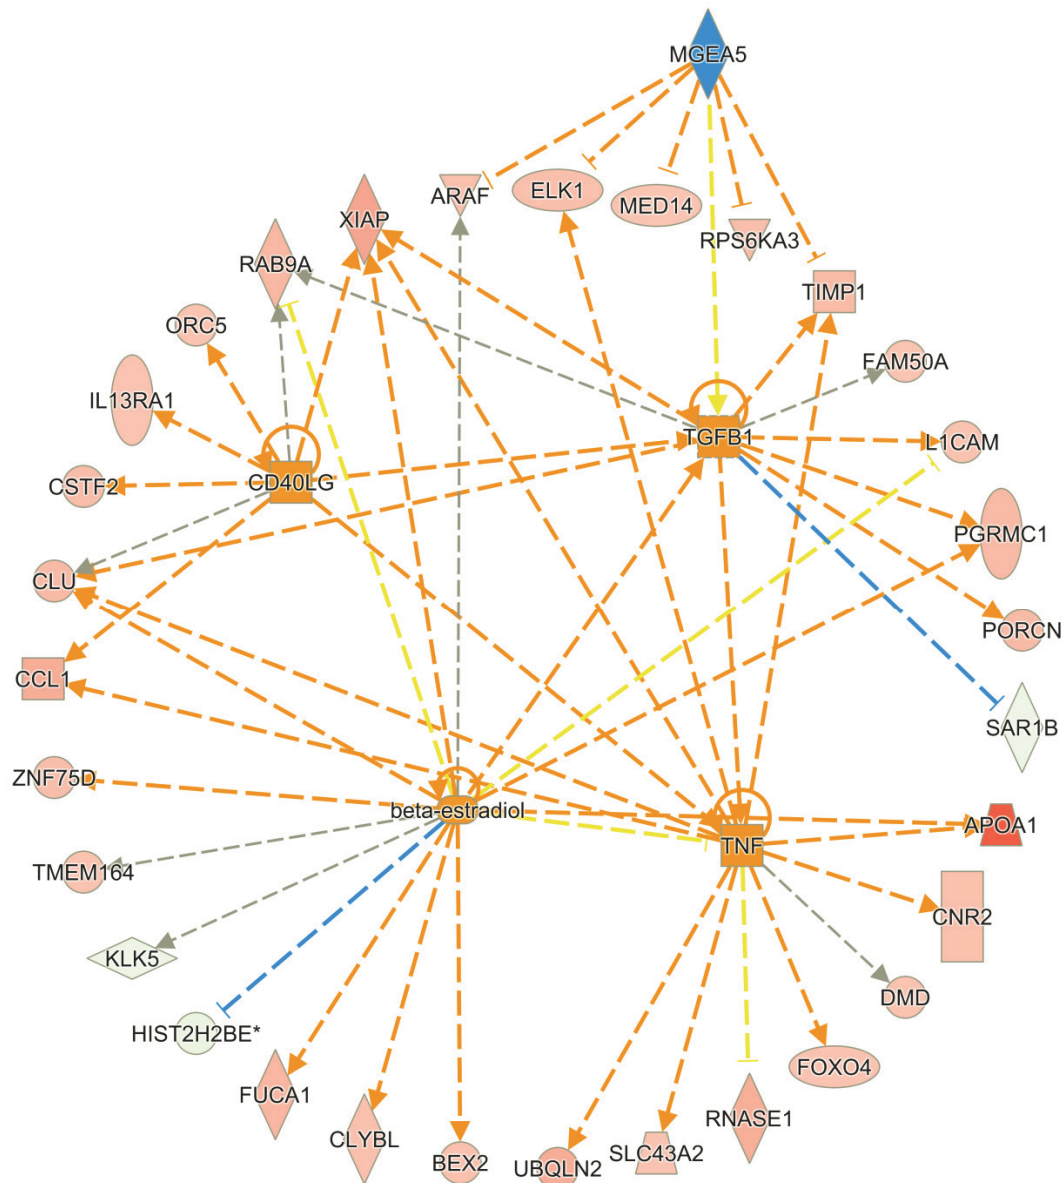

Figure S1. Predicted upstream regulators of genes differentially expressed between female and male embryos. Genes upregulated in females are in red while genes upregulated in males are in green. Putative regulators are in the center: orange symbols for regulators and arrows represent predicted activation while symbols and arrows in blue represent predicted inhibition. Yellow arrows indicate that the relationship is inconsistent with the prediction while gray lines represent that the effect is not predicted. Note HIST2H2BE* is identified as H2B in the microarray database.

# Supplementary material for: Influence of Sex on Basal and Dickkopf-1 Regulated Gene Expression in the Bovine Morula
**Source:** PLoS One. 2015 Jul 21;10(7):e0133587. doi: 10.1371/journal.pone.0133587
**Supplement:** S1 Table

Table S1. Primers used for qPCR.

Gene	Accession number	Primer sequences
<i>AMOT</i>	NM_001206309.1	F: 5'-CAAGGTCCAGTCCCAGTATTT-3'<br>R: 5'- CTCAGTCCTCATCTTCTGGTT-3'
<i>APOA1</i>	NM_174242.3	F: 5'-CGTGTATGTGGAAGCAATCAAG-3'<br>R: 5'- TGAAACTCCTGGACAACTGG-3'
<i>CDX2</i>	NM_001206299.1	F: 5'-GCCACCATGTACGTGAGCTAC-3'<br>R: 5'-ACATGGTATCCGCCGTAGTC-3'
<i>DDX3Y</i>	NM_001172595.1	F: 5'-CAGTAGAGGTAACCGGCAATA-3'<br>R: 5'-CTTACTCGTTACACACGTCCTAC-3'
<i>FKBP11</i>	NM_001045932.1	F: 5'-GGAGAGAAGCGAAGGGTAATC-3'<br>R: 5'-TTTGATGTGGAAGTATTGCAC-3'
<i>GAPDH</i>	NM_001034034.2	F: 5'-ACCCAGAAGACTGTGGATGG-3'<br>R: 5'- CAACAGACACGTTGGGAGTG-3'
<i>GATA6</i>	DQ126151	F: 5'- ATACTTCCCCCACCACACAA-3'<br>R: 5'- AGCCCGTCTTGACCTGAGTA-3'
<i>NANOG</i>	DQ069776.1	F: 5'-GACACCCTCGACACGGACAC-3'<br>R: 5'-CTTGACCGGGACCGTCTCTT-3'
<i>PRDM4</i>	XM_005206798.1	F: 5'-GACCTGATTGCTGTTCTTAGA-3'<br>R: 5'- GTATCTGGAGGTCTAACAAGCC-3'
<i>RPP38</i>	NM_001038085.2	F: 5'-CTGGTGAGGATCTGAAGAAAGAA-3'<br>R: 5'-CTATCGGCATCAACGAGGTC-3'
<i>SDHA</i>	NM_174178	F: 5' GCAGAACCTGATGCTTTGTG-3'<br>R: 5'- CGTAGGAGAGCGTGTGCTT-3'
<i>SEC22B</i>	NM_001076343.2	F: 5'-GTCTCCGTAGCCTGTAAAGATG-3'<br>R: 5'- CTTCAACAGTACCAGAGTCAGG-3'
<i>SMAD3</i>	NM_001205805.1	F: 5'-GCTGACACGGAGGCATATC-3'<br>R: 5'-TGGGAGACTGCACAAAGATG-3'
<i>TUBB2B</i>	NM_001003900.1	F: 5'-CCTCAATCAAGCATGGTCTTTC-3'<br>R: 5'- AATAATGTGGAAGTCTCTGGAA-3'
<i>WLS</i>	NM_001192651.1	F: 5'-ACGTTGGGATTGGAGAGATAAAG-3'<br>R: 5'-TGATGAAGATGCTGGGTGTAAG-3'
<i>XIAP</i>	NM_001205592.1	F: 5'-CTCTGTCGTGAGTTCTGATAGG-3'<br>R: 5'-CATTACATTTGGGACGTGGATG-3'
<i>XIST</i>	NR_001464.2	F: 5'-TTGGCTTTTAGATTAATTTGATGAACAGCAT-3'<br>R: 5'-CCCTTTAGACTAGGCCCATTTTCATA-3'
<i>YWHAZ</i>	BM446307	F: 5'- GCATCCACAGACTATTTCC-3'<br>R: 5'- GCAAAGACAATGACAGACCA-3'

How the deposited data were processed for this re-analysis (not part of the article)

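The experiment measured gene expression in bovine morulae derived from X- or Y-sorted sperm and treated with DKK1 or vehicle. RNA from 20 pools of 20 morulae, 5 for each combination of sex and treatment, was measured on Affymetrix bovine whole-transcript arrays (Gene 1.0 ST), 1 array per pool. The deposited values are log2 intensities that the authors made in Affymetrix Expression Console with robust multi-array average (RMA), 1 value per probe set and array. The versions of these programs are not stated. The group means match the log2 intensities of the paper's Table 2 within rounding in all but 1 value (*LATS1*), and no further normalization was applied. Array medians over all 26773 probe sets lie between 4.58 and 4.82.

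Samples were grouped by the sex and treatment on their labels and no array was left out. Gene symbols came from the annotation of the array and, for 73 probe sets without one, from S1 File. Chromosomes came from the gene table of the assembly ARS-UCD2.0 by gene identifier, symbol or synonym, and from S1 File where that table gave none (160 probe sets of the tested set, 33 of them X-linked). S1 File is sorted by the P value of sex, so these 160 favour probe sets with a small P for sex: 50 of the 160, and 24 of the 33, had a P under 0.05. Where both gave a chromosome, 2280 of 2293 matched. S1 File could be read for 1999 of its expressed probe sets and 333 of those with an interaction.

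Differential expression was tested in R 4.3.3 with limma 3.58.1 (a cell-means model of the 4 groups, moderated variances). The contrasts were female minus male, DKK1 minus control, the DKK1 effect in females minus that in males, DKK1 within each sex and sex within each treatment. Probe sets were counted at an adjusted P under 0.05 (Benjamini-Hochberg) and by the 3 criteria of the paper: P under 0.05, P under 0.05 with a fold change of at least 1.5 or under 0.66, and sequential goodness-of-fit at 0.05. The tested set is the 9933 probe sets with the highest mean, since the negative control probes of the paper's criterion were not used here. Genes of the paper that fall below it are reported from a larger set of 12762 probe sets with means of at least 4.79, the lowest mean of S1 File's expressed probe sets, or, for *ELF5* and *EOMES*, from all probe sets. Shares of chromosomes were tested with Fisher's exact test. The X-linked minus autosomal value per array was tested by permutation, exact where a group has fewer than 10 arrays and with 100000 resamples otherwise, two-sided. These steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and, for plots, matplotlib 3.10.9.

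Gene lists were tested with limma's camera (preset correlation 0.01, and estimated correlation as an alternative) and fry, with adjustment over the lists of each contrast. The lists were trophectoderm genes, pluripotency and inner cell mass genes, hypoblast genes, Hippo pathway, WNT target genes, WNT pathway components, anti-apoptotic genes, pro-apoptotic genes, X genes with a Y partner, Y-linked genes, glycolysis, pentose phosphate pathway, cytokine and cannabinoid receptors, DNA methylation machinery, interferon and interferon-stimulated genes, stress response, oocyte transcripts, cumulus and granulosa cell markers, sperm markers, qPCR reference genes, and the paper's Table 2, embryo development genes and genes tested by qPCR. The last 3 were chosen by the paper, and the embryo development and qPCR genes on these samples. Lists with fewer than 3 genes in the tested set were not tested by camera.

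The genes named are those named in the paper's Results and Tables 2 and 3, and for each of sex, DKK1 and the interaction the 10 largest rises and falls among probe sets with 1 gene symbol that passed the adjusted P, or, where fewer than 5 passed in a direction, the 5 smallest P values. Members of the lists could be named as examples. This rule, the tests, the lists and the alternatives were set before the data were examined, apart from those named as chosen later. The values in the paper's tables had been seen. The alternatives were a fixed or random replicate block, the unmoderated linear model, an intensity trend with a robust prior, array weights, 3 other expression thresholds, 2 other scalings between arrays, leaving out each array, 1 probe set per gene symbol, another source of chromosomes first, and adjusted P in place of P.

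Chosen after the results were seen were counting named probe sets only, chromosomes of the gene table only, chromosome shares among autosomes alone, the receptor list without genes picked by the paper, X genes with a Y partner against other X-linked genes, and replicate numbers permuted within groups.

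The model was tested on simulated data with the same design, in which 200 of 9933 genes were given true differences for 1 effect at a time. Noise was drawn independently for each gene. At the adjusted P, 42.4%, 86.6% and 97% of genes with a sex difference of 0.5, 1 and 2 (log2) were called, and 1.52%, 38.8% and 85.1% of those with an interaction of these sizes. These shares depend on the number of genes changed and do not carry over to effects on fewer genes. Labels of sex were checked with *XIST* and Y-linked genes and were not used to regroup arrays. The qPCR experiments were not analysed here, and the network and regulator predictions of the paper were not repeated.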

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

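The tests of a wrong label or mixed pool and of an exchange between groups were chosen after the values were seen, and the test of array quality was set before. In 300 groups of 5 arrays (each named gene, and the X-linked minus autosomal value, in each of the 4 groups of embryos), the highest or lowest array lay far from the others in 16, its gap to the nearest array exceeding 0.71 of the whole range. Chance gives about 1 in 20 groups, or 15 here. The array labelled male control replicate 2 accounts for 6 of the 16. It had *DDX3Y* at 4.82 (other male control arrays 7.45 to 8.09), *CCDC47* at 10.22 (9.53 to 9.73), *FKBP11* at 4.08 (6.13 to 6.97), *SOX2* at 10.31 (9.37 to 9.64), *TFAP2C* at 8.51 (9.55 to 9.86) and *TIMP1* at 8.57 (9.31 to 9.58).

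The other 10 are *EIF1AY* at 5.82 in female DKK1 replicate 4 (others 2.13 to 3.00), *UTY* at 5.76 in female control replicate 5 (3.67 to 4.17), *IL2RG* at 8.11 in female control replicate 2 (6.99 to 7.10), *KLF5* at 8.33 in female control replicate 3 (8.60 to 8.67), *KLC1* at 6.95 in female DKK1 replicate 1 (7.43 to 7.54), *LOC327709* at 6.54 in male control replicate 4 (5.47 to 5.71), *OXCT1* at 7.57 in male DKK1 replicate 2 (6.70 to 6.87), *RPP38* at 6.46 in male DKK1 replicate 5 (5.23 to 5.54), *WLS* at 6.62 in male DKK1 replicate 3 (5.17 to 5.57) and *ZDHHC9* at 7.08 in male DKK1 replicate 4 (6.66 to 6.77).

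The array labelled male control replicate 2 lies with the female arrays in *DDX3Y*, *XIST* and its X-linked probe sets as a set, but the X-linked *UBQLN2* (6.42, lowest female array 6.53), *ZDHHC9* (6.86, 7.10) and *LOC100299005* (6.81, 6.93) lie within the range of the other male arrays, and *TIMP1* also runs against the pattern. Over the 268 X-linked probe sets, its deviation from the other 4 male control arrays rose with the female minus male difference of the DKK1 arrays, with a slope of 0.723 (SE 0.112), against slopes of -0.0885 to 0.181 for the other 4 arrays, so a wrong label or a pool made up largely of female embryos is a candidate explanation. Its weight in limma's array weights (0.236) and the SD over all its probe sets (2.11) were the lowest of the 20 arrays, but over the tested set its SD (1.66) was not. Lower quality alone does not account for the X-linked values, since the median X-linked deviation was at the 100th percentile of 10000 autosomal sets with the same means. An exchange with an array labelled female would need a female array with male values, and the lowest X-linked minus autosomal value of the arrays labelled female was 0.516. Whether the label or the pool differs was not tested, and no biological explanation was tested.

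A probe set without a gene name (12911065), which is in no sheet of S1 File that could be read, had a female minus male difference of -2.22 (adjusted P = 0.000765). Its mean was 7.62 ± 0.28 (SD) in the 9 other arrays labelled male, 5.87 in the array labelled male control replicate 2, and between 4.31 and 6.27 in the 10 female arrays. The 10 genes that the paper tested by qPCR and that are in the tested set differed in their DKK1 effects between the sexes as a list, with a median interaction estimate of 0.95 and 7 of 10 above 0 (camera, adjusted P = 0.000507, and 0.00873 with the correlation between genes estimated). Several of them were chosen for an interaction in these samples, so this is not independent evidence.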

How the results depend on the processing

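Counting named probe sets only, taking chromosomes from the gene table only and permuting replicate numbers were chosen after the data were seen. In limma, DKK1 gave 0 probe sets at the adjusted P and by sequential goodness-of-fit under every alternative run (unadjusted P, 318 to 401 when 1 array was left out). The X-linked excess among probe sets higher in females, the X-linked minus autosomal difference between the sexes and the absence of an adjusted call for chromosome 12 held under every alternative, although the X-linked minus autosomal difference fell from 0.46 to 0.15 with no expression threshold (permutation P = 0.00078) and the share of chromosome 12 ranged from 3.13% to 12.5% when 1 array was left out. Across 28 results that answer a comparison, 795 of 852 alternative values stayed on the same side of the threshold or within 1.5 times. For single genes and lists this was 7735 of 7874, with 114 weaker, 11 stronger and 0 reversed. The cause was not tested where none is named.

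Sex at the adjusted P gave 24 probe sets with the unmoderated linear model, 28 with an intensity trend and robust prior, 43 with array weights and 5 with quantile normalization over the tested set. Leaving out 1 array gave 3 to 35. It gave 35 without male control replicate 2, 12 without female DKK1 replicate 5, 10 without male DKK1 replicate 4, 7 without female DKK1 replicate 2, and 3 to 6 without any of the other 16. By sequential goodness-of-fit, array weights gave 295 and single arrays left out 43 to 274, and for the interaction 0 to 23. With array weights, sex gave 2 at the adjusted P within control embryos and 15 within DKK1 embryos. Single arrays left out gave 0 to 2 within either treatment. Within DKK1 embryos 0 passed with the unmoderated linear model, with 1 probe set per gene symbol or with named probe sets only.

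With no expression threshold, which adds probe sets of low signal, sex gave 1291 probe sets at P under 0.05, 270 with the fold change criterion and 0 by sequential goodness-of-fit, and 2 at the adjusted P within DKK1 embryos. DKK1 gave 1062 and 172, and 1 at the adjusted P within females, and the interaction gave 1123 and 427, and 1 at the adjusted P. DKK1 with the fold change criterion gave 40 with 1 probe set per gene symbol (7532 tested). The X-linked share higher in females was 29.8% with no threshold, 57.6% with the lower threshold, 59.7% with named probe sets only and 2.99% at the adjusted P. The DKK1 difference of the X-linked minus autosomal value in females lost its call with no threshold (0.0143, exact permutation P = 0.778) and with means of at least 6 (0.0749, P = 0.0556). Without X-linked members, 1 list passed for sex instead of 4. Pro-apoptotic genes passed for sex under 2 of 25 alternatives (adjusted P 0.0252 to 0.434).

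Of the named genes, *DDX3Y* and *LOC100299005* passed for sex under every alternative in which they were tested, and *XIST* under 21 of 32 (adjusted P 0.00321 to 0.0774). A replicate block is not used for the main values. The paper harvested pools in replicates and used replicate as a random effect for embryo development. In each of its fertilization procedures, X- and Y-sorted sperm came from the same bulls. The paper does not say what arrays with the same replicate number share. Deviations from the group mean correlated at 0.0255 on average between such arrays (-0.18 to 0.131) and -0.0061 otherwise, and limma's consensus correlation was 0.011. Not every array correlated best with its own number, but 12 of 20 did, against 4 with numbers permuted within groups (permutation P = 0.0041), a hint from the data that the numbers mark a weak shared component. With the replicate block, 14 probe sets passed for sex, *RIMS3* gained a call (adjusted P = 0.0387), *CSTF2* (0.0687) and *MORF4L2* (0.0818) were not called, and no call of DKK1 or the interaction changed. The autosomal medians of the arrays lay between 6.92 and 7.34, and their means differed by 0.039 between DKK1 and control arrays. With chromosomes from the gene table only, the X-linked share of placed probe sets higher in females was 51.3% (156 of 304).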

Differences from the paper's values

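The paper counts 38 genes affected by DKK1 with P under 0.05 and the fold change criterion, and 62 probe sets met both with limma. Of the alternatives set before the data were examined, the methods' unmoderated linear model (44), means of at least 6 (43), quantile normalization over the tested set (53), arrays centred on the autosomal median (54), 1 probe set per gene symbol (40) and leaving out male DKK1 replicate 1 (55) came within 1.5 times of the paper's 38. The other 25, at 59 to 172, did not.

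The paper retains 50 genes with an interaction by sequential goodness-of-fit, and 0 were retained with limma's P values. None of the 31 alternatives came within 1.5 times of 50. The nearest was 23, without male control replicate 1, and the methods' unmoderated linear model gave 0. The paper's 437 genes with an interaction at P under 0.05 are fewer than 496.7, which is 5% of 9933.

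The paper's P for the interaction of *AMOT* is 0.012, and limma's was 0.00716. The methods' unmoderated linear model gave 0.0116, which rounds to the paper's value. That model also matched all 3 P values of 1997 of the 1999 expressed probe sets read from S1 File. The difference for *AMOT* therefore lies in limma's moderated variances. The replicate block (0.0119) came within 1.5 times of the paper's P too, as did 15 of the 20 settings without 1 array. Those without female control replicate 2, female DKK1 replicates 2 and 3, male control replicate 3 and male DKK1 replicate 3 did not, nor did the other 9 alternatives.

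The paper states that male embryos overexpress more genes of chromosome 12 than chance gives. It used a chi-square test against its own expressed genes and states no adjustment over chromosomes. Here, in a tested set that differs in part, the excess had P = 0.0192 by Fisher's exact test before adjustment. It did not pass adjustment over all chromosomes and both directions (0.463), so the difference from the paper lies at the adjusted P. The paper states that *TCFAP2C* and *YAP1* were not on the array, whereas the annotation holds probe sets named *TFAP2C* and *YAP1* with mean log2 intensities of 9.65 and 8.51. The paper gives 7.1% as the share of 662 genes among 9,933, and this quotient is 6.66%. Table 2 gives *LATS1* in male DKK1 embryos as 7.778 (the paper's value), and the mean of the 5 arrays was 7.79. The other means of Table 2 matched within rounding. The sheet of expressed genes in S1 File gives *FGFR2* a DKK1 fold of 0.952 (the paper's value), although its own DKK1 and control means differ by 0.358, a fold of 1.28, as in the text of the paper. *ETS2* in that sheet has a fold of 0.96 (the paper's value) where its means give 1.02. Of the genes that the paper names as affected by sex, *XIST* and *DDX3Y* passed the adjusted P in the tested set and *EIF1AY* in the larger set. *UTY*, *APOA1*, *XIAP* and the embryo development genes did not. Of these, *TIMP1* (without male DKK1 replicate 4), *RIMS3* (with the replicate block) and *RPS6KA3* (without female DKK1 replicate 5) passed under 1 alternative each. The paper named its genes at an unadjusted P under 0.05. At limma's unadjusted P, *UTY* (0.000173), *APOA1* (0.00027) and *XIAP* (0.00115) also differed by sex. So did the embryo development genes (P from 0.000604 to 0.0325). The paper's qPCR also found *APOA1* and *XIAP* higher in females.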

Other observations

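The tests of embryos of the other sex were chosen after the values were seen, and the other tests described here were set before their results.

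Glycolysis (14 of 21 listed genes in the tested set), the pentose phosphate pathway (7 of 10), DNA methylation machinery (12 of 19), stress response (19 of 26), oocyte transcripts (8 of 22) and the 3 qPCR reference genes did not differ as lists by sex (camera, adjusted P from 0.393 to 0.972), by DKK1 (0.319 to 0.984) or in the interaction (0.262 to 0.863). Of interferon and interferon-stimulated genes 1 of 23 was in the tested set, of cumulus and granulosa cell markers 2 of 21, of sperm markers 2 of 12 and of Y-linked genes 1 of 19, too few for camera. The paper's embryo development genes were higher in females as a list (adjusted P = 2.47e-14), and so were the genes it tested by qPCR (0.0229, and 0.738 without X-linked members). Both were chosen on these samples and are not independent evidence.

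Most X-linked probe sets differ between female and male arrays by less than 2-fold. Loss of signal at low intensity does not account for this, since the median difference of the third with the highest means was 0.38 (bootstrap 95% interval 0.33 to 0.43), and it was 0.45 in the third with the lowest. Neither does the array labelled male control replicate 2 alone, since the median without it was 0.45 (0.41 to 0.48). These intervals describe the spread between probe sets, not between arrays. Embryos of the other sex left by the sorting of semen could lower the difference: if the *DDX3Y* ratio (female over male, 0.114) and the *XIST* ratio (male over female, 0.306) are read as shares of such embryos, a full doubling would be capped at 0.53, and at 0.27 with both ratios at their upper bounds, so this test cannot tell. Without the array labelled male control replicate 2 the ratios were 0.0929 and 0.273 and the caps 0.58 and 0.37, and at the share that the paper gives for sorted semen, about 90% of the desired sex, the cap would be 0.79, above the median difference of 0.44. Background signal also raises both ratios, and partial inactivation of 1 X chromosome was not tested.

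Genes of the pseudoautosomal region, which both sexes carry on 2 chromosomes, would be equal in the sexes if the difference followed the number of gene copies. Of 13 such genes listed, 4 probe sets were in the tested set, with a median female minus male difference of 0.07, at percentile 0.67 of 10000 sets of other X-linked probe sets with the same means. The test cannot tell, because only *CD99* among the 4 is placed on the X chromosome of the assembly.

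The 20 arrays were split in 99 other ways with the same group sizes, and each count is given as the number of 100 splits, the real one included, that reach it. No other split reached the 10 probe sets that differ by sex at the adjusted P (1 of 100, highest other 1). Nor did any reach the 180 X-linked probe sets higher in females (1 of 100, highest other 104). The same held for the 62 of these with the fold change criterion (1 of 100, highest other 19). Chance is unlikely for these counts. The 140 probe sets that differ by sex with the fold change criterion were reached by 2 of 100 splits. Another split gave 142, so chance is unlikely there but not excluded. The count of 3 probe sets of chromosome 12 higher in males was reached by 4 of 100 splits (highest other 3), but it was not adjusted over chromosomes, so it does not single out this chromosome. For the 4 lists that differ by sex (4 of 100, highest other 6) the splits do not decide, since 2 of the lists were chosen by the paper on the real sex labels of these samples and the receptor list holds 3 genes chosen so. Chance cannot be excluded for the 635 probe sets that differ by sex at the unadjusted P (13 of 100, highest other 905), for the 103 by sequential goodness-of-fit (13 of 100, highest other 373), for sex within control (613, 28 of 100, highest other 850) or within DKK1 arrays (531, 14 of 100, highest other 674), or for the list with an interaction (16 of 100, highest other 3).

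For DKK1, chance cannot be excluded for the 359 probe sets at the unadjusted P (91 of 100, highest other 815), the 62 with the fold change criterion (81 of 100, highest other 135), the 408 within females (80 of 100, highest other 972) or the 425 within males (56 of 100, highest other 685). The same holds for the interaction (457, 59 of 100, highest other 830, and 195 with the fold change criterion, 60 of 100, highest other 320). Where the real count was 0, all 100 of 100 splits reach it: DKK1 at the adjusted P (highest other 1), by sequential goodness-of-fit (283) and over gene lists (1), and the interaction at the adjusted P (2) and by sequential goodness-of-fit (298). By sequential goodness-of-fit some splits gave several times the real count (373 against 103 for sex), which points to a structure of the samples or to correlation between genes, and neither was tested.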
